# Feedback activation of AMPK-mediated autophagy acceleration is a key resistance mechanism against SCD1 inhibitor-induced cell growth inhibition

**DOI:** 10.1371/journal.pone.0181243

**Published:** 2017-07-13

**Authors:** Akito Ono, Osamu Sano, Ken-ichi Kazetani, Takamichi Muraki, Keisuke Imamura, Hiroyuki Sumi, Junji Matsui, Hidehisa Iwata

## Abstract

Elucidating the bioactive compound modes of action is crucial for increasing success rates in drug development. For anticancer drugs, defining effective drug combinations that overcome resistance improves therapeutic efficacy. Herein, by using a biologically annotated compound library, we performed a large-scale combination screening with Stearoyl-CoA desaturase-1 (SCD1) inhibitor, T-3764518, which partially inhibits colorectal cancer cell proliferation. T-3764518 induced phosphorylation and activation of AMPK in HCT-116 cells, which led to blockade of downstream fatty acid synthesis and acceleration of autophagy. Attenuation of fatty acid synthesis by small molecules suppressed the growth inhibitory effect of T-3764518. In contrast, combination of T-3764518 with autophagy flux inhibitors synergistically inhibited cellular proliferation. Experiments using SCD1 knock-out cells validated the results obtained with T-3764518. The results of our study indicated that activation of autophagy serves as a survival signal when SCD1 is inhibited in HCT-116 cells. Furthermore, these findings suggest that combining SCD1 inhibitor with autophagy inhibitors is a promising anticancer therapy.

## Introduction

Cancer is still a major life-threatening disease despite significant progress in diagnostic technologies and medications [1]. Although many drug discovery studies have made great efforts to meet the need for new innovative cancer therapies, attrition rates during clinical trials remain high [2] because the lack of information regarding predictive biomarkers which reflect cancer vulnerability to drug candidates makes it difficult to enroll appropriate patients [3]. Therefore, detailed studies revealing a candidate compound’s mode(s) of action (MOA) are necessary to identify biomarkers that stratify patients, thereby increasing the success rate of clinical trials. In addition, it is also necessary to identify the appropriate combination partners for drug candidates, which more effectively address issues with tumor heterogeneity. Combination therapy is also typically more effective against the emergence of drug-resistant cancer cells than single drug therapies [4, 5]. Furthermore, most cancer cells contain mutations in driver genes, which are not always directly “druggable” [6]. Thus, the concept of synthetic lethality has received much attention because perturbation of two or more druggable targets would be equivalent to perturbation of a cancer driver gene. Recently, synthetic lethality has been shown with several drug combinations. For example, high sensitivity of BRCA mutants to PARP inhibitors is well-known in clinical settings [7]. Therefore, both MOA studies and combination partner screenings are necessary for successful cancer drug discovery and development. To achieve these goals, effective and straightforward technologies must be developed and implemented.

Functional genomics methods using gene silencing or editing technologies, such as small interfering RNA (siRNA)/short hairpin RNA (shRNA) [8, 9] or clustered regularly interspaced short palindromic repeats-Cas9 (CRISPR-Cas9) [10], are powerful tools for investigating MOAs and identifying synthetic lethal partners of small molecules because they are largely genome-wide approaches [11, 12]. However, functional genomics would not work well when an emerging phenotype requires intervention against all subtypes of a gene family. Furthermore, even if these genomic approaches lead to the discovery of partner genes or pathways, for clinical use, they need to be targeted by small molecule-based therapies.

Alternatively, combination therapy studies using small molecules are limited in their coverage of genes. However, it is easy to run a large-scale, high-throughput screening with small molecule libraries [13, 14], and the results might be clinically applicable. Recently, use of a focused compound library for phenotypic screening has been reported [15–18]. These libraries consist of compounds with known molecular targets; in other words, they are biologically annotated. After screening campaigns, the results can be used for target or pathway enrichment analysis and may lead to discovery of new connectivity [19].

Targeting cancer metabolism has opened new doors for innovative drug discovery [20], and drug candidates targeting this process have entered into clinical trials [21, 22]. Stearoyl-CoA desaturase-1 (SCD1) is a key molecule in fatty acid metabolism and has been recognized as a promising target for anticancer drugs [23]. SCD1 inhibitors, however, only show partial inhibition of HCT-116 colorectal cancer cell growth. Identification of combination partners and MOAs, therefore, could increase the efficacy of SCD1 inhibitors as anticancer drugs.

In this study, by using a biologically annotated compound library, we performed an unbiased, large-scale combination screening with SCD1 inhibitor, T-3764518, and unveiled the underlying mechanisms for resistance of HCT-116 cells against SCD1 inhibition. SCD1 knock-out (KO) cells generated with CRISPR-Cas9 technology were used to validate results obtained with small molecules. By using this simple and straightforward technology, we are able to detect effective combination partners in an unbiased manner, thereby increasing the efficacy of anticancer drugs.

## Materials and methods

### Cell culture

HCT-116 cells were purchased from American Type Culture Collection (ATCC; Manassas, VA, USA) and cultured in RPMI medium supplemented with 10% fetal bovine serum (Moregate, Brisbane, Australia), and 1× penicillin/streptomycin at 37°C and 5% CO_2_. A MycoAlert Mycoplasma Detection Kit (Lonza, Basel, Switzerland) was used to confirm that the cells were free from mycoplasma contamination.

### Chemicals

T-3764518 (SCD1 inhibitor) [24] and compound 7a [acetyl-CoA carboxylase (ACC) 1/2 dual inhibitor] [25] were synthesized by Takeda Pharmaceutical Company. AZD8055 [mammalian target of rapamycin (mTORC) inhibitor] and STA5326 (PIKfyve inhibitor) were purchased from Selleck (Houston, TX, USA). Vacuolin-1 (PIKfyve inhibitor) [26] was purchased from Merck Millipore (Darmstadt, Germany). GSK2194069 [fatty acid synthase (FASN) inhibitor] was purchased from Chemexpress Co., Ltd. (Shanghai, China). The Bax channel blocker (#2160) was purchased from Tocris (Bristol, UK), and hydroxychloroquine was purchased from Sigma-Aldrich (St. Louis, MO, USA). E64d and pepstatin A were purchased from Peptide Institute Inc. (Osaka, Japan).

### Antibodies

Anti-AMP-activated protein kinase (AMPK; #5831; 1:1000), anti-phospho-AMPK [Thr172] (#2535; 1:1000), anti-ACC (#3676; 1:1000), anti-phospho-ACC [Ser79] (#11818; 1:1000), anti-S6K (#2708; 1:1000), and anti-phopho-S6K [Thr389] (#9234; 1:1000) were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-SCD1 (ab39969; 1:500), and anti-actin (ab6276; 1:5000) were purchased from Abcam (Cambridge, MA, USA). Anti-microtubule-associated protein 1A/1B-light chain 3 (LC3; PM036; 1:2000) was purchased from MBL (Nagoya, Japan). Secondary anti-rabbit (#7074; 1:2000) and anti-mouse (715-035-151; 1:10000) antibodies were purchased from Cell Signaling Technology and Jackson ImmunoResearch (West Grove, PA, USA), respectively.

### Biologically annotated compound library

The biologically annotated compound library was composed of about 6400 small molecules, selected based on their biological diversity [27]. The library contained bioactive compounds with 50% inhibitory concentration (IC_50_) or half-maximal response values (EC_50_) less than 1 μM on diverse targets in the internal/external databases, as well as commercially available sets of known pharmacologically active compounds.

### Combination screening with biologically annotated compound library

HCT-116 cells were seeded at 5000 cells/well in 384-well black plates (Corning, Corning, NY, USA). Twenty-four hours after cell seeding, 3 μM of each test compound was added to cells with either 100 nM T-3764518 (combination condition) or with dimethylsulfoxide (DMSO) (single condition). After 72 h, cell viability was measured using a CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega, Madison, WI, USA) according to the manufacturer’s instructions with an EnVision Multilabel Reader (PerkinElmer, Waltham, MA, USA). For the single condition, wells containing no test compound and wells with no cells were used as 0% and 100% growth inhibition controls, respectively. For the combination condition, wells containing only T-3764518 and wells with no cells were used as 0% and 100% growth inhibition controls, respectively. Furthermore, we simplified the Bliss independence model to determine apparent combination effects. The calculated percent inhibition for each combination and single condition was used for x–y two-dimensional plotting. If the percent inhibition of a combination condition (y-axis) was larger than that of a single condition (x-axis), the test compound was determined to have a synergistic effect with T-3764518 (above y = x). Similarly, if a plot was on y = x, that compound was determined to have an additive/independent effect with T-3764518. If a plot was below y = x, that compound was determined to have an antagonistic effect with T-3764518. Moreover, for characterization of combination effects, each test compound and T-3764518 were serially diluted and added as a matrix. Data were then used for Bliss sum analysis and calculation of Bliss sum scores [28].

### Immunoblotting analysis

Cells seeded in 6-well plates and treated with compounds were washed with phosphate-buffered saline (PBS) twice to remove media. Cells were then incubated in lysis buffer (Cell Signaling Technology) supplemented with 1 mM phenylmethylsulfonyl fluoride on ice for 30 min. Lysates were centrifuged at 14,000 × g for 10 min at 4°C, and the supernatants were collected. Protein concentrations were determined by BCA protein assay (Thermo Fisher Scientific, Waltham, MA, USA). Lysates were boiled with SDS sample buffer (Bio-Rad, Hercules, CA, USA) containing 100 mM dithiothreitol (DTT) for 5 min. Samples were subjected to SDS-polyacrylamide gel electrophoresis (Wako Pure Chemical Co., Osaka, Japan), transferred to a Polyvinylidene Difluoride (PVDF) membrane with an iBlot apparatus (Thermo Fisher Scientific), and immunoblotted with indicated antibodies. Protein-antibody complexes were detected using enhanced chemiluminescence detection reagents (PerkinElmer).

### SCD1 KO by CRISPR-Cas9

HCT-116 cells were seeded at 2.5 × 10^5^ cells in 10-cm dishes and incubated in a CO_2_ incubator at 37°C. After 48 h, cells were transfected with plasmids encoding Cas9 nuclease (pCAGGS/Cas9), puromycin resistant genes (pEBMultipuro), and single guide RNAs targeting SCD1 using Lipofectamine LTX Reagent (Thermo Fisher Scientific). Guide RNA sequences used were 5′-GCAGAATGGAGGAGATAAGTTGG-3′ and 5′-GCCCCAAGGTTGAATATGTCTGG-3′. After 48 h, cells were trypsinized and replated in another 10-cm dish containing media supplemented with 0.5 μg/mL puromycin. After 10 days in culture, cells were trypsinized and seeded in 96-well plates at a density of 0.3–3 cells/well and cultured in medium without puromycin. SCD1 KO clones were selected by polymerase chain reaction. Genomic DNA prepared from clones obtained using SimplePrep reagent for DNA (Takara Bio) was used as a template, and the SCD1 genomic region was amplified with MightyAmp DNA Polymerase version 3 (Takara Bio). Primer sequences were 5′-ACCCTACCCTCAGTGAACTACG-3′ (forward) and 5′-GAAATGCCTGAGAAAAACCCCAA-3′ (reverse). Deletion of a part of the genomic region and expression of SCD1 protein were confirmed by genome sequencing and immunoblotting, respectively.

### LC3 dot formation assay

Cells seeded in 384-well black plates with clear bottoms (Cell Carrier Ultra; PerkinElmer) were treated with compounds for 24 h, then cells were fixed with 4% paraformaldehyde and permeabilized with 50 μg/mL digitonin (Wako Pure Chemical Co.) in PBS. After washing with PBS, cells were incubated with 10% goat serum (Thermo Fisher Scientific) for 1 h. After blocking, cells were incubated with anti-LC3 for 1 h, followed by incubation with an anti-rabbit secondary antibody conjugated to Alexa Fluor-488 (Thermo Fisher Scientific) and Hoechst-33258 for 1 h. After washing with PBS, images were captured by CV1000 (Yokogawa Electric Corp., Tokyo, Japan) using a 40× objective.

### GeneChip expression analysis

Cells were treated with DMSO or T-3764518 (100 nM) for 24 h, and RNA was prepared using an RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. GeneChip expression analysis was conducted at Takara Bio Inc. (Otsu, Shiga, Japan) using a Human Genome U133 Plus 2.0 Array. Gene expression data were deposited at Gene Expression Omnibus (Accession no. GSE98364).

### Statistical analysis

Growth inhibition data are expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. Statistical analysis was done with the unpaired t-test using GraphPad Prism software.

## Results

### Combination screening with T-3764518 using biologically annotated compound library

In order to generate new drug candidates for cancer therapy, chemistry effort succeeded in identifying T-3764518 (Fig 1), which had an IC_50_ of 4.7 nM against recombinant SCD1 enzymatic activity [24]. However, T-3764518 only partially inhibited HCT-116 cell growth (Fig 2A), implying that its cellular potency is not strong enough to inhibit HCT-116 proliferation even though it achieves complete SCD1 inhibition at 10 μM, which is over 2000-fold higher than the enzymatic IC_50_ value. This result motivated us to elucidate the MOA by which T-3764518 inhibited cell growth and key pathways or molecules potentiating its growth inhibitory activity. To achieve this goal, we used a biologically annotated compound library to conduct a combination screening with T-3764518. The concentration of T-3764518 used for screenings was set at 100 nM since partial inhibition of HCT-116 cell growth was saturated at this concentration (Fig 2A). The concentration of library compounds used was set at 3 μM as it was considered that each compound would show their annotated activity at this concentration. Based on the screening results, tested library compounds were categorized as either synergistic, additive/independent, or antagonistic to the effects of T-3764518 via the Bliss independent model (Fig 2B). This model is widely accepted for comparing the combined and individual effects of different drugs [28, 29]. Detailed definitions of three categories are described in Materials and Methods.

**Fig 1:**
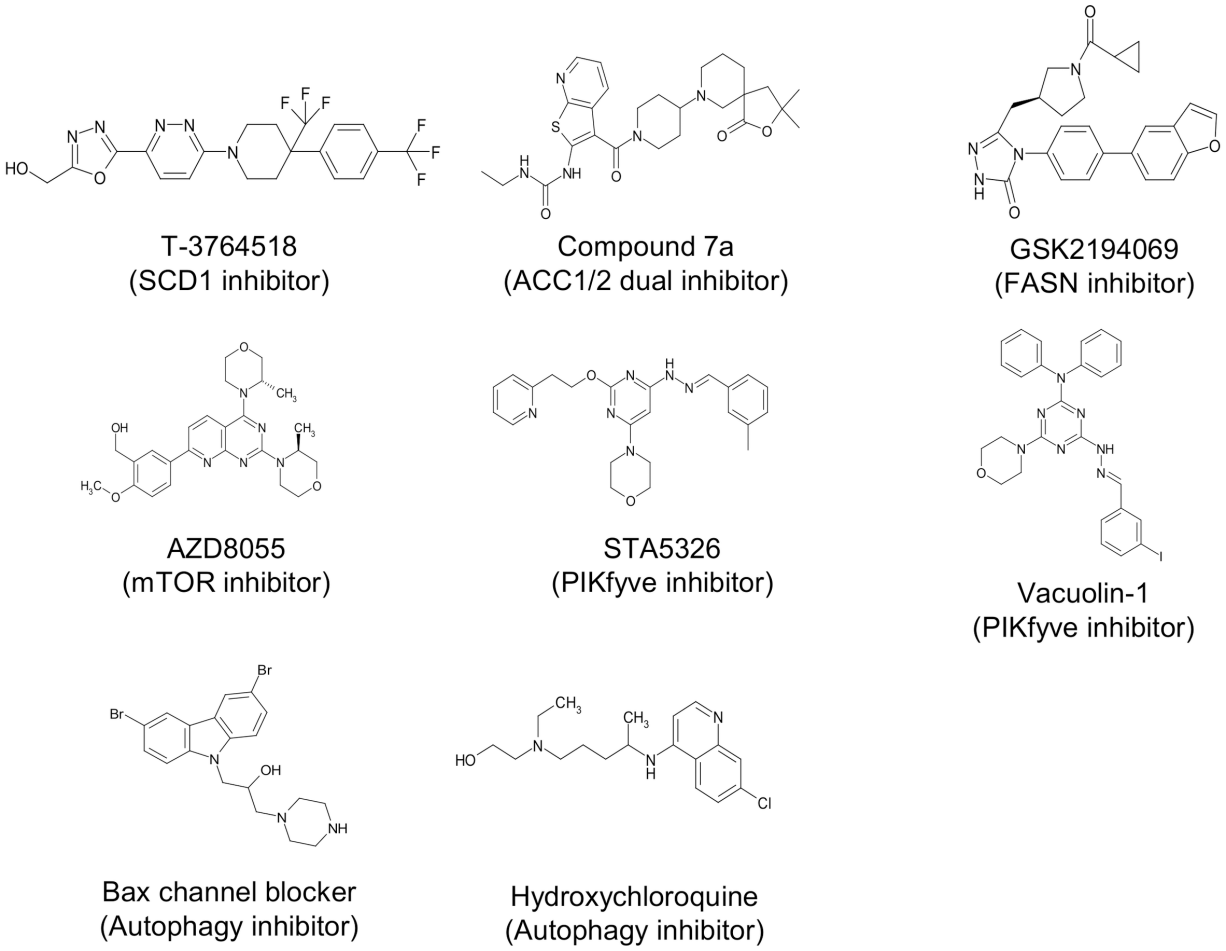
Chemical structure of compounds used. The reported MOA of each compound was also described.

**Fig 2:**
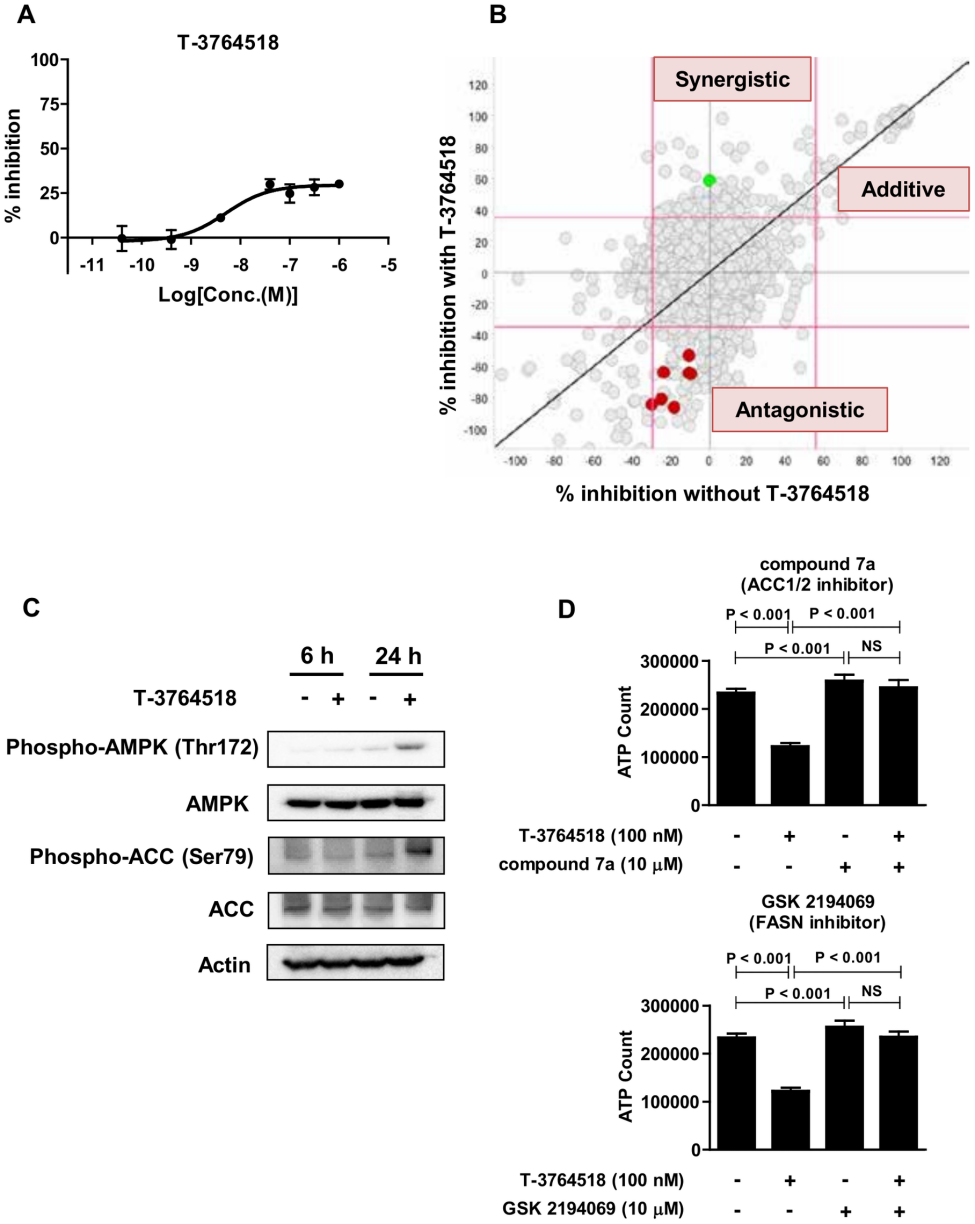
Inhibition of fatty acid synthesis cascade acted antagonistically to T-3764518. (A) Dose-response analysis of T-3764518 in HCT-116 cells treated with serial dilutions of T-3764518 for 72 h. Percent inhibition was normalized to wells treated with DMSO or no cells as 0% and 100% growth inhibition controls, respectively. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. (B) Summary of combination screening. Vertical and horizontal axes represent percent growth inhibition in the presence or absence of T-3764518, respectively. Red, ACC inhibitors; Green, Bax channel blocker. Based on the Bliss model, compounds were classified as synergistic, additive/independent, or antagonistic. (C) Western blot of HCT-116 cells treated with DMSO or T-3764518 (100 nM) for the indicated times; actin was used as a loading control. (D) Combination and single condition effects of compound 7a (10 μM) and GSK2194069 (10 μM) with T-3764518 (100 nM) on HCT-116 cells 72-h after treatment. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. NS, not significant by unpaired t-test.

### T-3764518 induced phosphorylation and activation of AMPK in HCT-116 cells

A series of ACC inhibitors, such as compound 7a (Fig 1), were found to be antagonistic to T-3764518 growth inhibition activity (Fig 2B, red plot). These results were unexpected since ACC1, one of the two isozymes of ACC, is upstream of SCD1 in the fatty acid synthesis cascade [30]. Thus ACC inhibitors were expected to show positive effects when combined with an SCD1 inhibitor. Previously, several reports suggested that SCD1 inhibition led to activation of AMPK through phosphorylation of Thr172 as a feedback mechanism [31–33]. AMPK is an upstream hub protein of ACC1/2 that negatively regulates each ACC isozyme by phosphorylating Ser79 and Ser222 residues, respectively. Therefore, we speculated that AMPK activation may cause resistance to the SCD1 inhibitor in our assay conditions and that further ACC inhibition would accelerate this resistance through the same cascade. Immunoblotting confirmed the existence of such feedback in HTC-116 cells (Fig 2C) as phospho-AMPK (Thr172) and phospho-ACC (Ser79) levels were increased after 24-h T-3764518 treatment. From these findings, we concluded that SCD1 inhibition triggered AMPK activation and following ACC inhibition in HCT-116 cells.

### Attenuated fatty acid synthesis is a resistant mechanism of HCT-116 cells against T-3764518

To examine whether further blockade of fatty acid synthesis was antagonistic to T-3764518 activity in HCT-116 cells, we examined inhibition of FASN, which is downstream of ACC in the fatty acid synthesis cascade. As shown in Fig 2D and Panel A in S1 Fig, GSK2194069 (FASN inhibitor) and compound 7a (ACC1/2 inhibitor) suppressed the growth inhibition activity of T-3764518 in a dose-dependent manner. Combination matrix experiments were performed to evaluate each combinatorial effect in detail by calculating Bliss sum [34]. Bliss sum values of T-3764518/GSK2194069 and T-3764518/compound 7a were −550 and −569, respectively (Panel B in S1 Fig), indicating that both were antagonistic to T-3764518 activity. Furthermore, we assessed whether siRNA-mediated knockdown of AMPK increased the sensitivity of HCT116 cells to T-3764518. Treatment of HCT116 cells with siRNAs targeting AMPK (PRKAA1 and PRKAA2) resulted in the enhancement of the cell growth inhibitory effect of T-3764518 (Panel C in S1 Fig). Collectively, these results revealed that the feedback activation of AMPK caused by SCD1 inhibition and resultant attenuation of downstream fatty acid synthesis cascade was an underlying mechanism of HCT-116 resistance to T-3764518 treatment.

### T-3764518 induces autophagy in HCT-116 cells and combination treatment with autophagy inhibitors increases sensitivity to T-3764518

Among synergistic compounds selected from screening, Bax channel blocker was subjected to further investigation because it was a hit compound from the autophagy inhibitor screening campaign that we carried out previously [26] (Fig 2B, green plot). Bax channel blocker (3 μM) potentiated the growth inhibitory activity of T-3764518 in HCT-116 cells (Fig 3A and Panel A in S2 Fig). In addition, as shown above, T-3764518 induced AMPK activation (Fig 2C), which was a key positive regulator of autophagy [35]. Therefore, we hypothesized that autophagy inhibiting compounds would be synergistic with T-3764518 since HCT-116 cells would upregulate autophagy for survival by activating AMPK. To test this hypothesis, we first examined whether autophagy was accelerated by T-3764518 in HCT-116 cells using LC3 dot formation assays. T-3764518 treatment increased LC3 dot formation in HCT-116 cells compared to DMSO-treated cells (Fig 3B). Similarly, immunoblotting revealed that the lipidated form of LC3, LC3-II, was increased by T-3764518 treatment (Fig 3C). Furthermore, pharmacological inhibition of autophagy using hydroxychloroquine or E64d/pepstatin A, that block degradation of autolysosome content [36], enhanced the accumulation of LC3-II in HCT116 cells treated with T-3764518 (Fig 3C), indicating that T-3764518 treatment led to the acceleration of autophagic flux. We then evaluated the combinatorial effects of T-3764518/autophagy modulators (AZD8055, STA5326, vacuolin-1, or hydroxychloroquine) on HCT-116 cell growth (Fig 3D). While AZD8055 was antagonistic to T-3764518 activity (Fig 4A), STA5326, vacuolin-1, and hydroxychloroquine all exhibited synergistic effects (Fig 4A and Panel A in S2 Fig). As shown in Fig 4B, the Bliss sum value for AZD8055 was less than 0 (antagonistic), whereas Bliss sum values for the autophagy inhibitors were all greater than 0 (synergistic; Fig 4B and Panel B in S2 Fig). Since a metabolic assay, such as an ATP measurement, may not reflect accurate cytotoxicity of compounds under some experimental conditions, we confirmed the similar combination effects using cellular DNA contents as a cell proliferation marker instead of cellular ATP contents (Panel C in S2 Fig). Collectively, these results were consistent with the hypothesis that autophagy upregulation contributed to T-3764518 resistance in HCT-116 cells. Taken together, we concluded that activation of AMPK and following induction of autophagy was an underlying mechanism of HCT-116 cell resistance to T-3764518 treatment. To verify that the combinatorial effects of T-3764518 was not cell-type specific, other colorectal cancer cells, HCT-15, HT-29, and SW620 cells, were treated with compound 7a or Bax channel blocker alone or in combination with T-3764518. We confirmed antagonistic and synergistic effects of each compound to T-3764518 similar to those observed in HCT116 cells (Panel D in S2 Fig). These findings suggested that attenuation of fatty acid synthesis and induction of autophagy served as an universal resistant mechanism against SCD1 ablation at least in some colorectal cancer cells.

**Fig 3:**
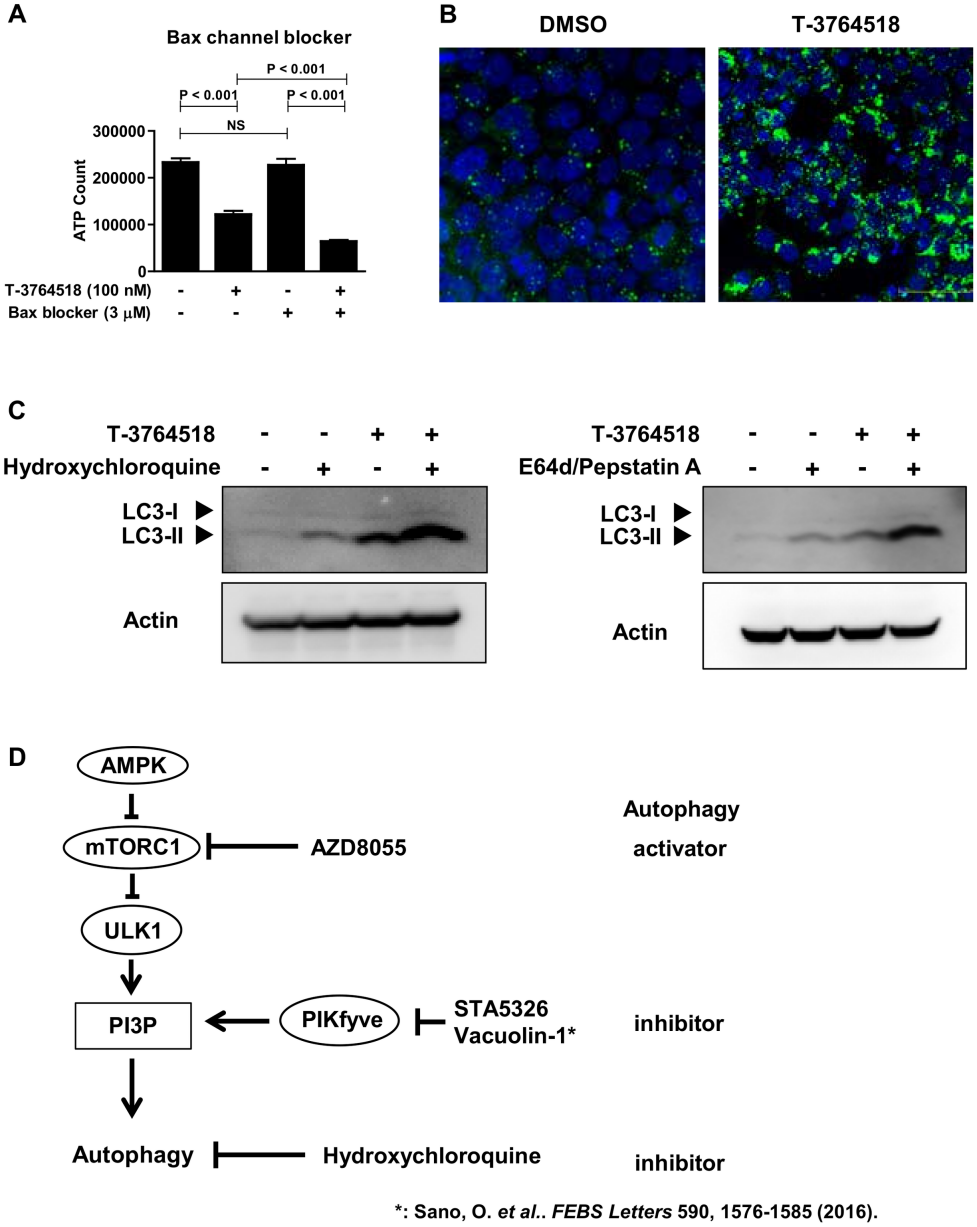
T-3764518 treatment induced autophagy in HCT-116 cells. (A) Effect of 72-h Bax channel blocker (3 μM) treatment of HCT-116 cells with or without T-3764518 (100 nM). Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. NS, not significant by unpaired t-test. (B) Representative images of LC3 dot formation in HCT-116 cells treated with T-3764518 (100 nM) for 24 h and then fixed and stained with Hoechst-33258 (blue) and anti-LC3 (green). (C) Western blot of HCT-116 cells treated with hydroxychloroquine (10 μM) or E64d (10 μg/ml) and pepstatin A (10 μg/ml) with or without T-3764518 (100 nM) for 24 h; actin was used as a loading control. (D) Autophagy cascade and sites of compound action used for further study in Fig 4 are shown.

**Fig 4:**
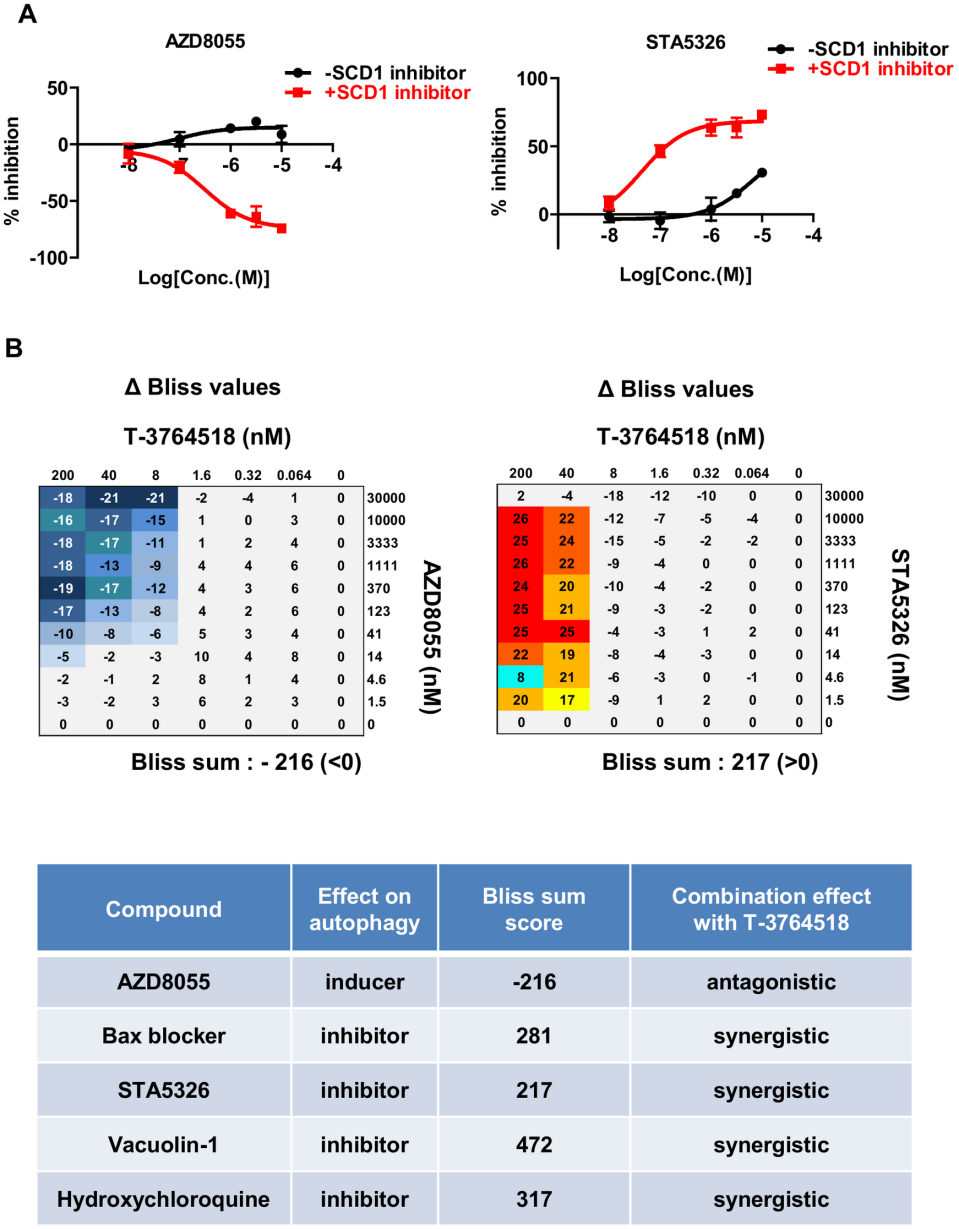
Combinatorial effects of autophagy inducers and inhibitors with T-3764518 in HCT-116 cells. (A) Combinatorial effects of serially diluted AZD8055 or STA5326 with T-3764518 (100 nM) in HCT-116 cells after 72 h. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. (B) Drug matrix heatmap illustrating ΔBliss values. HCT-116 cells were treated with AZD8055 or STA5326 alone or in combination with T-3764518 at the indicated concentrations. Bliss sum scores >0 indicate a synergistic effect; Bliss sum scores <0 indicate an antagonistic effect.

### Validation of the results obtained by T-3764518 using SCD1-KO cells

SCD1-KO HCT-116 cells were generated with CRISPR-Cas9 technology to strengthen the hypothesis derived from the results obtained by T-3764518. The absence of SCD1 protein was confirmed by western blotting using an anti-SCD1 antibody (Fig 5A). Western blot analysis of SCD1-KO cell lysates also showed that phospho-AMPK (Thr172) levels were elevated compared to SCD1-wild-type (WT) cells (Fig 5A), indicating that the feedback occurred in SCD1-KO cells as observed in SCD1-WT cells treated with T-3764518. Phosphorylation of S6K, a downstream effector of mTOR, was decreased in SCD1-KO cells, suggesting downregulation of mTOR via AMPK activation. Moreover, these cells were no longer sensitive to T-3764518 (Fig 5B). LC3 dot formation assay showed upregulation of autophagy in SCD1-KO cells relative to SCD1-WT cells (Panel A in S3 Fig). These results suggested that AMPK activation and mTOR inhibition lead to upregulation of autophagy in the absence of SCD1. Furthermore, we found that SCD1-KO cells were more sensitive to autophagy inhibitors than SCD1-WT cells (Panel B in S3 Fig). Collectively, these results indicated that autophagy served as a survival signal in SCD1-KO cells. Next, we performed GeneChip expression analysis using SCD1-WT and SCD1-KO cells treated with DMSO or T-3764518 (S1 Table). 

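The arrays analysed were 3, all of HCT-116 cells, a human colorectal cancer line: SCD1-WT cells treated with DMSO, SCD1-WT cells treated with 100 nM T-3764518, and SCD1-KO cells treated with DMSO, each for 24 h by the methods. The labels of the SCD1-KO array name neither a vehicle nor a time, and both were taken from the paper; SCD1-KO cells treated with T-3764518 were not analysed here. Each condition had 1 array, so no difference between conditions has a replicate check and no p-value was computed. The Human Genome U133 Plus 2.0 Array reads each gene with 1 or more probe sets, and the authors deposited 1 MAS5 signal for each of its 54675 probe sets. MAS5 subtracts a local background and scales whole arrays; after removal of the brightest and dimmest 2% of probe sets, the mean signal was 500.1 on each array. The median signal was 68.8 in SCD1-WT cells with DMSO, 56.7 with T-3764518 and 62.4 in SCD1-KO cells, and the detection calls that MAS5 can give were not used here. Signals were taken to the log2 scale, probe sets were kept where their mean log2 signal over the 3 arrays was at or above the median of all probe sets (a signal of 56.6), and a gene's value was the median log2 ratio of its kept probe sets to SCD1-WT cells with DMSO. This left 23192 probe sets of 12321 genes, which are called higher or lower where the ratio was at least 2-fold. Where a signal lay under 56.6 on an array, a fold is given as "at least", with that signal raised to 56.6, but genes are ranked on the signals as deposited, so a rank can rest on a dim signal. Probe sets of the same gene differed in their log2 ratio with an SD of 0.58 in the dimmest quintile of signals and 0.26 in the brightest for T-3764518, and of 0.60 and 0.25 for SCD1-KO cells; this SD does not cover differences between cultures. Among 8 tested housekeeping genes, none was 2-fold higher or lower in either ratio, and their median log2 ratio was -0.053 with T-3764518 and 0.033 in SCD1-KO cells; the farthest from 0 were TUBB, a tubulin, at -0.45 with T-3764518 and TBP, the TATA-binding protein, at 0.43 in SCD1-KO cells, followed by HPRT1 at -0.23 and -0.30. The ratio of 3′ to 5′ signal of ACTB, which grows as RNA degrades, was 1.30 with DMSO, 1.36 with T-3764518 and 1.54 in SCD1-KO cells, and that of GAPDH 0.969, 0.927 and 1.07. The bacterial transcripts added at hybridisation had a median log2 ratio of -0.027 on the T-3764518 array and -0.046 on the SCD1-KO array, and those added at labelling 0.00039 and -0.26.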

Fatty acid synthesis- and/or autophagy-related genes were not found among commonly downregulated genes in both SCD1-WT cells treated with T-3764518 and SCD1-KO cells treated with DMSO. Conversely, we observed that expression of *SCD* and *FASN* mRNA was upregulated over 2-fold in both SCD1-WT cells treated with T-3764518 and SCD1-KO cells treated with DMSO relative to SCD1-WT cells treated with DMSO (S4 Fig). On the other hand, as aforementioned, fatty acid synthesis was functionally attenuated as indicated by increased phospho-ACC levels (Fig 2C). These results suggested that cells compensated for SCD1 perturbation by increasing levels of *SCD* and *FASN* mRNA to maintain homeostasis. 

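Of 66 tested genes of fatty acid synthesis, fatty acid elongation and desaturation, and autophagy, none was 2-fold lower in both SCD1-WT cells treated with T-3764518 and SCD1-KO cells, and 5 were higher in both. The common falls lay elsewhere. LIN7A, a scaffold protein of polarized cell junctions, was 3.65-fold lower with T-3764518 and 8.98-fold lower in SCD1-KO cells, and S1PR5, a receptor for sphingosine 1-phosphate, was 3.46-fold and 3.07-fold lower. SEMA5B, a semaphorin, was at least 4.41-fold lower in both, and PNMA2 was 3.09-fold and 3.04-fold lower. A further 3 genes of the 10 largest common falls on the deposited signals, ADGB-DT, MOCS2-DT and HAGLR, are long non-coding RNAs, of which MOCS2-DT was 2.85-fold lower with T-3764518 and 3.18-fold lower in SCD1-KO cells, ADGB-DT at least 3.25-fold and 3.06-fold lower, and HAGLR at least 2.72-fold and 2.72-fold lower. The last 3 were LRRC43 (at least 2.57-fold and 2.38-fold lower, with T-3764518 log2 ratios from -3.41 to -0.57 between probe sets), TMPRSS11D, a serine protease (at least 2.37-fold and 2.37-fold), and PPFIA4, a liprin (at least 2.59-fold and 2.59-fold). Among 17 tested genes of glycerolipid synthesis and lipid droplets, 2 were higher and 2 lower with T-3764518, and 1 was higher and 2 lower in SCD1-KO cells. ACSL1, which activates long-chain fatty acids, was higher in both (2.04-fold and 2.03-fold). LIPE, the hormone-sensitive lipase, had signals of 105 with DMSO, 43.2 with T-3764518 and 46.8 in SCD1-KO cells, and DGAT2, an enzyme of triglyceride synthesis, was 2.46-fold lower with T-3764518 only. MGLL, the monoacylglycerol lipase, was 2.08-fold higher with T-3764518, and ACSL5, a paralog of ACSL1, 2.66-fold lower in SCD1-KO cells. In all, 70 genes were lower in both ratios, 48 of them in the dimmest quintile of signals. Simulated sets of 3 unchanged arrays that share the DMSO array gave 101 on average, and independent lists of these sizes would share 16.0. The simulated noise was set from the difference between the other arrays, and so counts their real differences as chance. Whether it is too large for gene values was not tested. After an intensity-dependent lowess correction of the ratios the count was 39, and without the signal filter ELOVL4, a fatty acid elongase singled out after its values were seen, was lower in both at signals of 13.9, 2.20 and 0.665.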

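SCD encodes the desaturase SCD1. Its geometric mean signal, taken on the log2 scale, was 2907 in SCD1-WT cells with DMSO, 14919 with T-3764518 and 5506 in SCD1-KO cells. Over its 4 probe sets the median was 7.00-fold higher with T-3764518 and 2.23-fold higher in SCD1-KO cells (log2 ratios 2.81 and 1.16). FASN, the fatty acid synthase that makes palmitate, was 2.18-fold and 2.11-fold higher (log2 ratios 1.13 and 1.07). ACSS2, which makes acetyl-CoA from acetate, was 3.95-fold higher with T-3764518 and 3.64-fold higher in SCD1-KO cells. ME1, the cytosolic malic enzyme that supplies NADPH, was 2.58-fold higher with T-3764518 and 1.67-fold in SCD1-KO cells. HSD17B12, an enzyme of the fatty acid elongation cycle, was at least 2.07-fold and 1.52-fold higher, whereas the elongase ELOVL3 was 2.42-fold lower with T-3764518. Of 10 tested genes of fatty acid synthesis, 3 were higher with T-3764518, 2 were higher in SCD1-KO cells and none was lower. The median log2 ratio of this list was 0.29 with T-3764518 and 0.41 in SCD1-KO cells, at percentiles 99.3 and 99.9 of the medians of 10000 random lists matched on mean signal, which describe these arrays only. Of 12 genes of elongation and desaturation, 2 were higher in each ratio, and the list's medians were 0.15 and 0.11 (percentiles 95.8 and 82.3). ACACA, the acetyl-CoA carboxylase of fatty acid synthesis, was 1.43-fold its DMSO level with T-3764518 and 1.60-fold in SCD1-KO cells, and its mitochondrial paralog ACACB was 0.508-fold and 0.688-fold. The SCD ratio depended on the probe set, with the brightest one alone giving 1.65-fold and 1.01-fold. FASN was 1.36-fold and 1.69-fold higher when a dim second probe set was let in. Without the probe sets marked _s_at and _x_at, 6 of the 10 fatty acid synthesis genes were left, and FASN was not among them. The medians of the list were then below 0, but they rest on fewer genes and do not show that the same genes were lower. The knocked-out part of SCD is not placed on the probe sets in the sources used here, so the SCD signal does not check the knockout; the paper reports the absence of the protein (Fig 5A).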

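Genes of cholesterol synthesis were higher together with SCD and FASN. Of 16 tested, 11 were higher with T-3764518 and 6 in SCD1-KO cells, all 6 of these in both, and none was lower. HMGCS1, which makes HMG-CoA, was 6.87-fold higher with T-3764518 and 3.85-fold in SCD1-KO cells, DHCR7, the last enzyme of the pathway, 4.30-fold and 2.90-fold, IDI1, the isopentenyl diphosphate isomerase, 4.23-fold and 2.52-fold with 1 probe set on the other side of 0 (-0.80 and -1.00 on the log2 scale), ACAT2 3.04-fold and 2.28-fold, and LSS, the lanosterol synthase, 2.15-fold and 2.40-fold. The list's median log2 ratio was 1.27 with T-3764518 and 0.82 in SCD1-KO cells, above all 10000 matched random lists in each. Among 10 genes of SREBP regulation and lipoprotein uptake, 3 were higher in both: INSIG1, which retains SREBP in the endoplasmic reticulum and is itself an SREBP target, at 6.44-fold and 3.45-fold, STARD4, a sterol transporter, at 3.85-fold and 3.01-fold, and LPIN1, a phosphatidate phosphatase, at 2.89-fold and 2.53-fold. INSIG2 was 2.61-fold lower in SCD1-KO cells and 0.838-fold its DMSO level with T-3764518. This list's medians were 0.11 and 0.29 (percentiles 88.8 and 98.0). Of 6 tested targets of the sterol receptor LXR, ABCA1, a cholesterol exporter, was at least 4.02-fold lower with T-3764518 and 1.15-fold its DMSO level in SCD1-KO cells, and the other 5 were under 2-fold in both, in SCD1-KO cells with NR1H3, the receptor LXRα, at a log2 ratio of 0.32 and SMPDL3A, a phosphodiesterase, at -0.36 (list medians -0.13 and 0.20, percentiles 48.8 and 84.3). Of 15 genes of fatty acid oxidation and PPAR targets, none was 2-fold changed with T-3764518, where the nuclear receptor PPARD was at 1.81-fold, while ANGPTL4, an inhibitor of lipoprotein lipase, was 7.35-fold lower and ETFDH, which passes electrons from fatty acid oxidation to the respiratory chain, 2.31-fold lower in SCD1-KO cells (list medians -0.11 and -0.16, percentiles 38.7 and 9.74). The glycerolipid list had medians of -0.42 and -0.024, at percentiles 0.09 and 40.9; from the brightest probe sets the median with T-3764518 was -0.088.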

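MAP1LC3B, which encodes the LC3B protein of the autophagosome membrane, was 2.54-fold higher in SCD1-WT cells treated with T-3764518 and 2.00-fold higher in SCD1-KO cells than in SCD1-WT cells treated with DMSO (log2 ratios 1.35 and 1.00, medians of 2 probe sets). With T-3764518, 3 more autophagy genes were higher: WIPI1, which binds the lipid PI3P on forming autophagosomes (2.80-fold), SQSTM1, the cargo receptor p62 (2.33-fold), and TMEM41B, a lipid scramblase (2.16-fold). In SCD1-KO cells these 3 were at 1.49-fold, 1.93-fold and 1.54-fold. The mitophagy receptors BNIP3 and BNIP3L, both also targets of the hypoxia factor HIF-1, were 3.23-fold and 2.04-fold lower in SCD1-KO cells, and MAP1LC3A, a paralog of MAP1LC3B, was at least 2.36-fold lower there; with T-3764518 the log2 ratios of the 3 genes were -0.44, -0.38 and -0.34. Of 44 tested genes of the autophagy machinery and its receptors, 4 were higher and none lower with T-3764518, and 1 was higher and 3 were lower in SCD1-KO cells. The median log2 ratio of the list was 0.16 with T-3764518 (percentile 99.97 of matched random lists) and 0.15 in SCD1-KO cells (percentile 98.9). The SCD1-KO ratio of MAP1LC3B stood at the 2-fold threshold and was 1.99-fold after scaling the arrays to 1 median, and without the probe sets marked _s_at and _x_at, which include those of MAP1LC3B, the list's median with T-3764518 was -0.031.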

Meanwhile, we observed that *MAP1LC3B* mRNA levels were upregulated in both SCD1-WT cells treated with T-3764518 and SCD1-KO cells, consistent with increased LC3 dot formation. Thus, we confirmed at the transcriptional level that SCD1 perturbation affected fatty acid synthesis and autophagy in HCT-116 cells.

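The mRNAs of AMPK and S6K, which the study followed by phosphorylation, and of mTOR, which acts on S6K, were mostly near their DMSO level. PRKAA1, the α1 catalytic subunit of AMPK, was 1.01-fold with T-3764518 and 0.943-fold in SCD1-KO cells, MTOR was 0.838-fold and 1.32-fold, and RPS6KB1, which encodes S6K, was 0.979-fold and 0.830-fold. PRKAA2, the α2 catalytic subunit of AMPK, was 1.12-fold with T-3764518 but at least 2.47-fold lower in SCD1-KO cells. There its geometric mean signal went from 140.0 to 31.3. Of 23 tested genes of the AMPK and mTOR pathway, none was 2-fold changed with T-3764518, where DEPTOR, a subunit that inhibits mTOR, was farthest from 0 at a log2 ratio of -0.97, followed by SESN3, a sestrin, at -0.82, and PRKAA2 alone was lower in SCD1-KO cells. The list's medians were -0.023 and -0.0056 (percentiles 74.5 and 47.5 of matched random lists). Of 25 genes of lysosomal enzymes, membrane proteins and their regulators, NPC1, the lysosomal cholesterol transporter, was 2.34-fold higher with T-3764518 and at least 1.58-fold in SCD1-KO cells, and the other 24 were under 2-fold in both, among them TFE3, a regulator of lysosomal genes, at a log2 ratio of 0.76 in SCD1-KO cells with probe sets from -0.95 to 0.88 (medians -0.091 and -0.0011, percentiles 29.6 and 52.9). These arrays measure mRNA and not phosphorylation or autophagic flux. SCD and FASN mRNA were higher in both states, while the paper reports higher phospho-ACC in cells treated with T-3764518 (Fig 2C). From this the paper proposes that the cells compensated for the loss of SCD1 activity to maintain homeostasis. It sets the higher MAP1LC3B mRNA beside the increase in LC3 dots, and concludes that SCD1 perturbation affected fatty acid synthesis and autophagy at the transcriptional level.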

**Fig 5:**
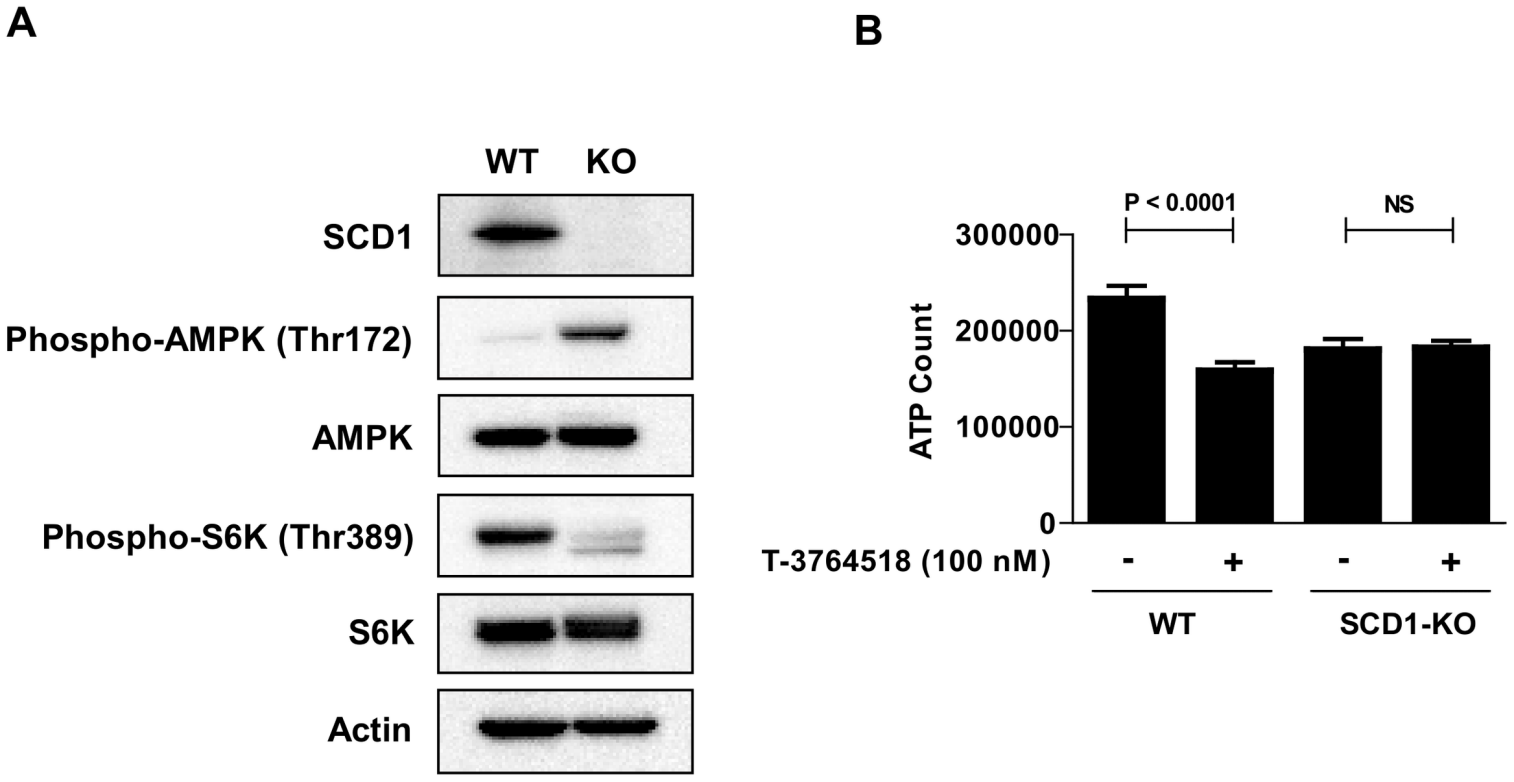
Validation of the results obtained by T-3764518 with SCD1-KO cells. (A) Western blot analysis of SCD1-KO cell lysates; actin was used as a loading control. (B) Growth inhibitory effect of T-3764518 (100 nM) on SCD1-KO and SCD1-WT cells after 72 h of treatment. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. NS, not significant by unpaired t-test.

## Discussion

Despite the significant progress that has been made in diagnostic technologies and medications, cancer is still a major cause of death worldwide. One reason is our poor understanding of MOAs and effective combination partners for drug candidates. Although functional genomics tools, such as CRISPR and shRNA, are powerful approaches for elucidation of synthetic lethal partner genes, identified candidate genes are often undruggable [11]. Thus, herein, we used a biologically annotated compound library to find pathways which modulate the sensitivity of HCT-116 cells to the SCD1 inhibitor, T-3764518. We revealed multiple mechanisms by which HCT-116 colorectal cancer cells become resistant to T-3764518-induced SCD1 inhibition using both small molecule and SCD1-KO cell studies (Fig 6). SCD1 inhibition was found to activate AMPK through a feedback system in HCT-116 cells, leading to the blockade of downstream fatty acid synthesis cascade. Attenuation of fatty acid synthesis probably served as a mechanism of resistance to SCD1 inhibition since further blockade of this synthetic cascade by small molecules rendered cells more resistant to T-3764518. Although the mechanisms underlying T-3764518-triggered cell death are not fully understood, we speculate that accumulation of saturated fatty acids (SFA; i.e., SCD1 substrates [37]) in HCT-116 cells causes cell death triggered by SCD1 inhibition. When SCD1 is inhibited, HCT-116 cells would reduce their levels of SFA by attenuating upstream fatty acid synthetic protein activity in order to survive. Hess *et al*. have reported that co-treatment of lung cancer cells with SCD1 inhibitor and ACC inhibitor did not potentiate the growth inhibitory effect of these compounds [38]. Contrary to expectations, in our models, pharmacological inhibition of ACC or FASN fully rescued the growth inhibitory effect of T-3764518 as shown in Fig 2D. Based on these results, we speculated that accumulation of SFA is deleterious in cells when SCD1 was inhibited by T-3764518. This hypothesis is in agreement with the study by Scaglia *et al*. in which they suggested that lung cancer cells downregulated SFA synthesis to prevent harmful effects of SFA accumulation when SCD1 was inhibited by CVT-11127 [33]. Our results suggest that the similar preventive mechanism against growth inhibition triggered by SCD1 inhibition also exists in colorectal cancer cells. Recently, Nishizawa *et al*. have also reported that exogenous SFA enhanced the growth inhibitory effect of T-3764518 in HCT-116 cells [39]. Collectively, although we did not rule out the possibility that monounsaturated fatty acids (products of SCD1) contributes to a part of resistance of T-3764518-treated cells as we used media containing FBS without charcoal treatment in our experiments, our results suggested that attenuation of SFA synthesis would be a primary resistant mechanism in T-3764518-treated HCT116 cells. Alternatively, activated AMPK also blocked mTOR activity, leading to acceleration of autophagy, which served as a survival signal in HCT-116 cells (Fig 6, left). When cells were treated with a combination of SCD1 and autophagy inhibitors, activation of autophagy as a survival signal was suppressed, leading to cancer cell death (Fig 6, right). The roles of SCD1 in autophagy remain controversial. Our observations are in agreement with some previous studies in which SCD1 inhibition accelerated autophagy [40, 41]. Huang *et al*. and Tan *et al*. reported that CAY-10566, a SCD1 inhibitor, induced autophagy in hepatocellular carcinoma cell lines and in TSC2^-/-^ MEF cells, respectively. On the other hand, Ogasawara *et al*. reported that another SCD1 inhibitor, 28c, inhibited autophagy in MEF cells [42]. This apparent discrepancy may be due to the differences in experimental conditions among studies, such as cells and incubation time with compounds. Ogasawara *et al*. proved that starvation-induced autophagy was blocked by short term (2 h) SCD1 inhibitor treatment [42]. Alternatively, we and the other two groups investigated the effects on constitutive, not starvation-induced, autophagic flux under long term (24 h) SCD1 inhibition [40, 41]. In summary, our results demonstrated that HCT-116 cells escaped death caused by SCD1 inhibition by at least two mechanisms: 1) feedback attenuation of fatty acid synthesis and 2) acceleration of autophagy.

**Fig 6:**
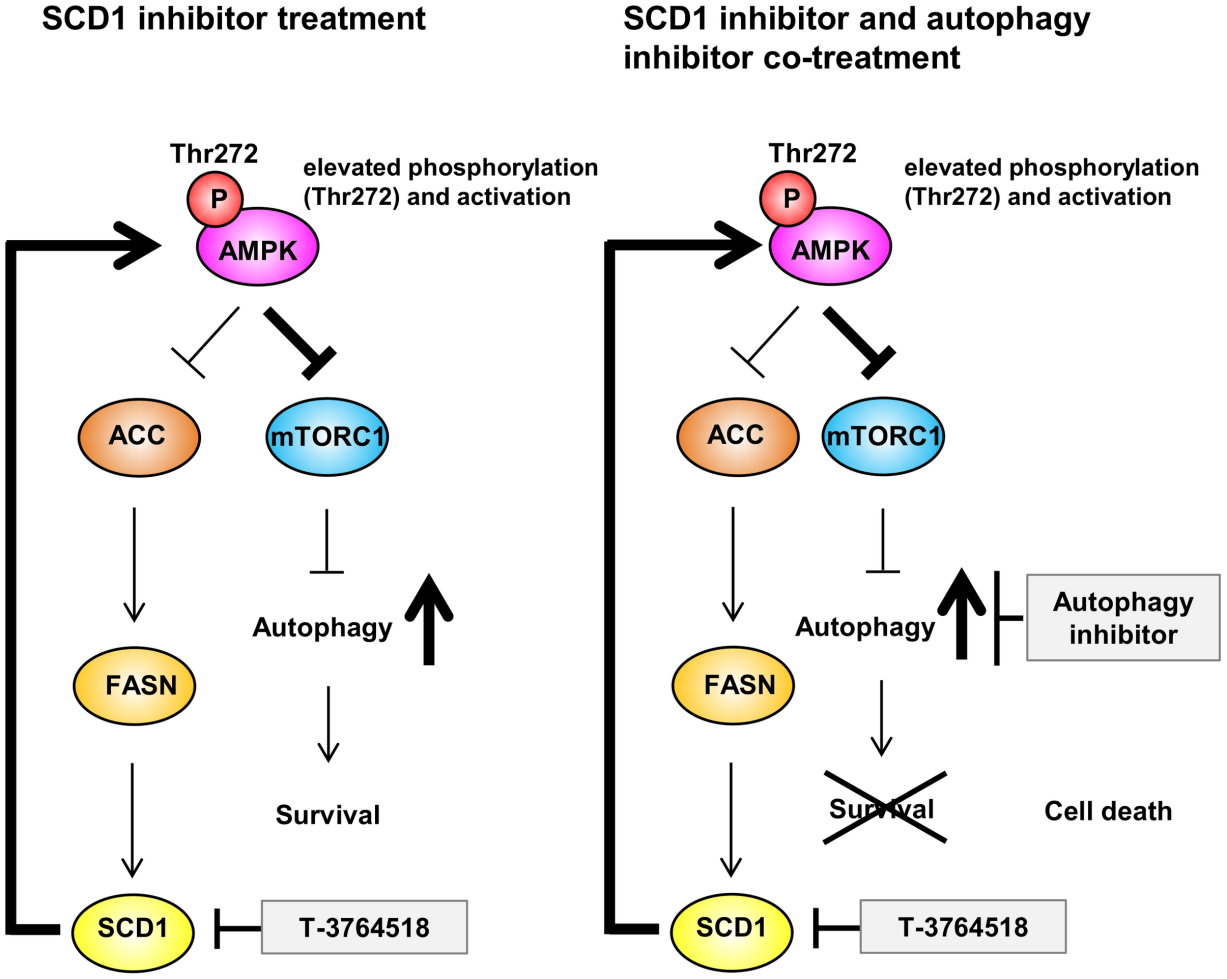
Growth inhibition mode of action (MOA) summary for T-3764518. Autophagy activation functions as a survival signal in cells treated with T-3764518. Dual inhibition of SCD1 and autophagy may be an effective strategy to combat cancer.

Small molecules often possess off-targets, which makes it difficult to identify key molecules relevant to the phenotype triggered by the compound. To overcome this drawback, we utilized SCD1-KO cells generated using CRISPR-Cas9 technology. We observed identical phenotypes in both SCD1-WT cells treated with T-3764518 and SCD1-KO cells. Therefore, our results suggest that the phenotypes obtained by T-3764518 in HCT-116 cells were directly due to SCD1 inhibition. We also performed GeneChip analysis using SCD1-WT cells treated with T-3764518 and SCD1-KO cells. 

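Chemokines were among the genes that were higher in both SCD1-WT cells treated with T-3764518 and SCD1-KO cells. CXCL8, which attracts neutrophils, was at least 34.4-fold higher with T-3764518 and at least 61.1-fold higher in SCD1-KO cells, CXCL2 was 8.72-fold and 15.1-fold higher, and CXCL1 6.64-fold and 8.19-fold. CCL20, a chemokine for CCR6-bearing lymphocytes, went from a signal of 2.50 with DMSO to 130.4 with T-3764518 and 612 in SCD1-KO cells, at least 2.30-fold and 10.8-fold higher. HMOX1, the inducible heme oxygenase, was 7.70-fold and 8.54-fold higher, UPP1, a uridine phosphorylase, 6.36-fold and 5.49-fold, and LIPG, the endothelial lipase, 6.43-fold and 4.39-fold. The last 3 of the 10 ranked largest on the deposited signals, PCOTH, the long non-coding RNA LINC01512 and NUTM1, had DMSO signals of 13.4, 16.4 and 37.1 and were at least 2.84-fold, 3.44-fold and 2.70-fold higher with T-3764518 and at least 1.83-fold, 1.68-fold and 3.13-fold higher in SCD1-KO cells. By the smaller of the 2 bounds, genes with signals above 56.6 lay above them and above CCL20. Among the named genes these included HMGCS1, INSIG1, ACSS2, SLC7A11, STARD4, DHCR7 and OSGIN1. Of 10 tested NRF2 targets and heat shock genes, 6 were higher in both and none was lower. Beside HMOX1 they were OSGIN1 (6.19-fold and 2.78-fold), SRXN1, the sulfiredoxin (3.66-fold and 2.29-fold), TXNRD1, the thioredoxin reductase (2.69-fold and 2.46-fold), and GCLC and GCLM, the 2 subunits of the enzyme that starts glutathione synthesis (3.33-fold and at least 1.90-fold for GCLC, 3.10-fold and 2.32-fold for GCLM). Of 29 targets of ATF4 and amino acid genes, 12 were higher with T-3764518, 8 in SCD1-KO cells and 7 in both. ATF3, a stress-induced transcription factor, was 7.25-fold and 2.55-fold higher, SLC7A11, the cystine transporter, 3.34-fold and 3.34-fold, TRIB3, a pseudokinase, 4.17-fold and 2.16-fold, and DDIT3, which encodes CHOP, 4.73-fold with T-3764518 and 1.57-fold in SCD1-KO cells. PPP1R15A, which restores translation, was 3.37-fold and 2.08-fold higher, WARS1, the tryptophanyl-tRNA synthetase, 3.06-fold and 2.53-fold, and NUPR1, a stress-induced nuclear protein, 2.29-fold and 4.13-fold. The median log2 ratio of the NRF2 list was 1.53 with T-3764518 and 1.12 in SCD1-KO cells, and that of the ATF4 list 0.92 and 0.55, all above the 10000 matched random lists. In all, 134 genes were 2-fold higher in both ratios, 49.8% of those higher with T-3764518. The simulated unchanged arrays sharing the DMSO array gave 103 on average and 123 at most, and independent lists of these sizes would share 8.41. The part of the overlap that comes from the shared array was not separated. Of the 134 genes, 44 lay in the dimmest quintile of signals, and 102 stayed 2-fold higher in both with dim signals raised to 56.6. With 16.5 added to every signal, 107 genes were higher in both.

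**Figure D1:**
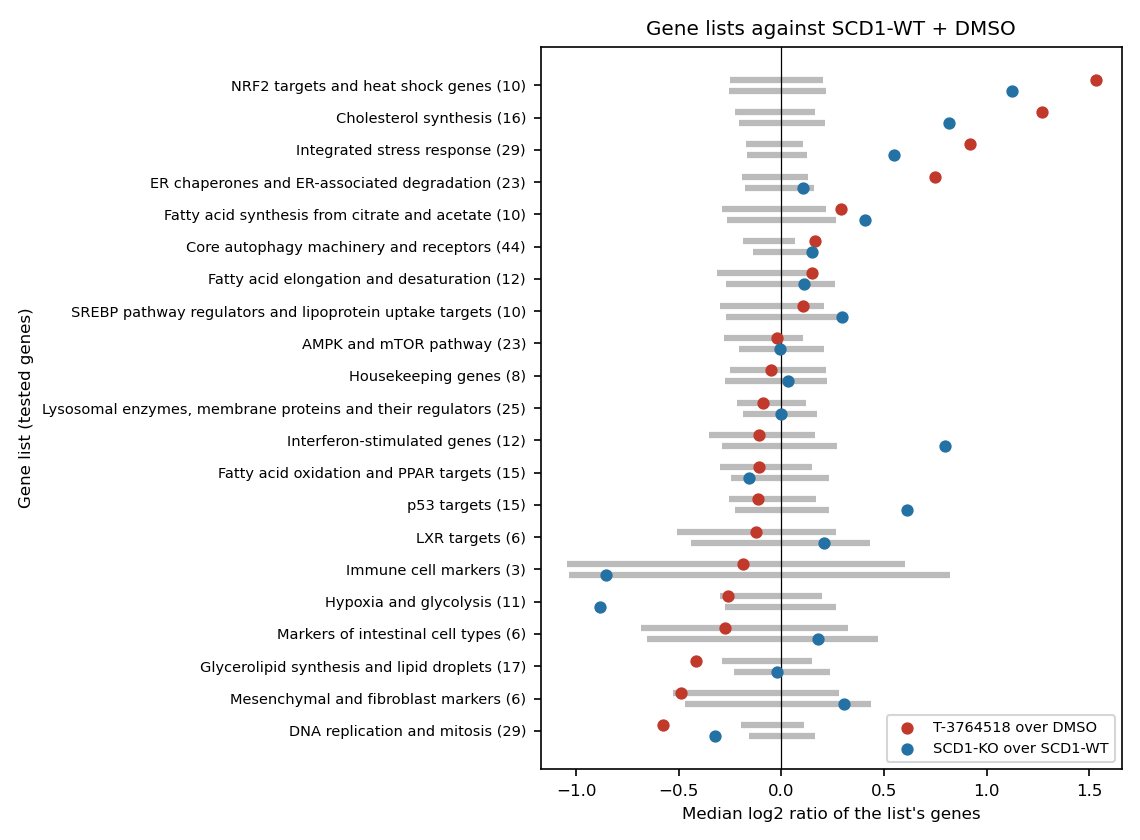
Median log2 ratio of each gene list, with T-3764518 (red) and in SCD1-KO cells (blue), each against SCD1-WT cells treated with DMSO (1 array per condition). Gray bars span 2 SD on each side of the median of 10000 random lists matched on mean signal, the number of tested genes stands after each name, and the NRF2 list (1.53 and 1.12) lies farthest to the right.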

Among the genes commonly upregulated in both cell types, fatty acid synthesis-related (*FASN* and *SCD*) and autophagy-related (*MAP1LC3B*) genes were identified. Thus, we confirmed that SCD1 inhibition modulates fatty acid synthesis and autophagy at the transcriptome level. It is often laborious to analyze GeneChip data because many genes are upregulated or downregulated in response to stimulation. 

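With T-3764518, the median ratio of the list of stress genes of the endoplasmic reticulum lay above those of matched random lists. The median of the DNA replication and mitosis list lay below them. Of 23 tested chaperones and degradation genes of the endoplasmic reticulum, 7 were higher with T-3764518 and 1, DNAJB9, in SCD1-KO cells. DNAJB9, a co-chaperone, was 3.74-fold and 2.12-fold higher, HERPUD1, a part of the degradation machinery, 2.65-fold and 1.51-fold, HYOU1, a chaperone, 2.52-fold and 0.985-fold, and the transcription factor XBP1 2.42-fold and 1.58-fold. All 23 had a larger ratio with T-3764518 than in SCD1-KO cells, and the list's median log2 ratio was 0.75 and 0.11 (percentiles 100.0 and 91.6 of matched random lists); the difference between the 2 states was not tested. Of 29 genes of DNA replication and mitosis, 5 were lower with T-3764518 and none in SCD1-KO cells. They included CCNE2, a cyclin of S-phase entry (4.17-fold lower), the helicase subunits MCM2 (3.27-fold lower) and MCM4 (3.04-fold lower), and the transcription factor E2F1 (at least 2.40-fold lower); in SCD1-KO cells MCM2 was 1.90-fold and E2F1 1.67-fold lower. This list's medians were -0.58 and -0.33 (percentiles 0 and 0.01). Among genes 2-fold changed with T-3764518 and under 1.5-fold in SCD1-KO cells, the largest rises on the deposited signals were in DACT1, an inhibitor of Wnt signalling (4.67-fold), TSLP, a cytokine (3.59-fold), ARG2, the mitochondrial arginase (3.53-fold), IL20RB, a cytokine receptor subunit (3.27-fold), and KLHDC7B (at least 2.46-fold). KHK, the ketohexokinase of fructose metabolism, was at least 2.93-fold lower, TP73, a p53 family member, at least 2.06-fold lower, and CFAP184, a protein of cilia, at least 1.68-fold lower. Over all 12321 genes, 269 were higher and 407 lower with T-3764518 (39.8% higher), and 385 were higher and 484 lower in SCD1-KO cells. Simulated unchanged arrays gave on average 339.6 higher (range 294 to 381) and 342 lower (range 305 to 389) with T-3764518. For SCD1-KO cells they gave 343 higher (range 287 to 390) and 339 lower (range 303 to 372). Their noise counts real differences between T-3764518 and SCD1-KO cells as chance. The split with T-3764518 depends on the scaling, with 356 higher and 265 lower after quantile normalization (57.3% higher), 321 and 317 after scaling to 1 median, and 366 and 243 after lowess correction.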

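Beside genes changed in both ratios, SCD1-KO cells differed from SCD1-WT cells in further groups of genes. The transcripts added at labelling also had a median log2 ratio of -0.26 on the SCD1-KO array, against 0.00039 on the T-3764518 array. With 1 array per condition, differences between arrays are not separated from differences between cells. The medians of the interferon, hypoxia, p53 and immune lists lay nearer the DMSO level with T-3764518 than in SCD1-KO cells. Those of the mesenchymal and intestinal lists lay farther from it. These differences between T-3764518 and SCD1-KO cells were not tested. Of 12 tested interferon-stimulated genes, 3 were higher in SCD1-KO cells: IFI44 (at least 4.24-fold), IFI27 (5.35-fold, from a signal of 69.2) and IFIT3 (2.30-fold), while with T-3764518 IFIT1 was 2.60-fold lower. The list's median log2 ratio was 0.80 in SCD1-KO cells and -0.11 with T-3764518 (percentiles 100.0 and 45.1 of matched random lists). Of 11 genes of hypoxia and glycolysis, 5 were lower in SCD1-KO cells, among them ANKRD37 (9.82-fold), PFKFB4, a regulator of glycolysis (2.70-fold), EGLN3, an oxygen-sensing hydroxylase (2.72-fold), and ADM, adrenomedullin (2.89-fold, and 2.04-fold with T-3764518); the medians were -0.89 and -0.26 (percentiles 0 and 4.96). Of 15 p53 targets, CDKN1A, the cell-cycle inhibitor p21, was 2.29-fold higher in SCD1-KO cells and 1.84-fold with T-3764518, and MDM2 2.05-fold and 1.28-fold. GADD45A was 1.85-fold higher in SCD1-KO cells and 2.12-fold with T-3764518 (list medians 0.61 and -0.11, percentiles 100.0 and 24.1). The largest decreases in SCD1-KO cells alone, ranked on the deposited signals, were in WDR72 (at least 36.6-fold), GRHL2, a transcription factor of epithelial cells (at least 15.4-fold), SLC2A3, the glucose transporter GLUT3 (at least 13.6-fold), PXDN, peroxidasin (at least 13.5-fold), and ANXA10, an annexin (at least 11.3-fold). ASMTL, which ranked just below them, was 20.0-fold lower with all signals above 56.6, more than these bounds except that of WDR72. Among genes under 1.5-fold with T-3764518 and outside the interferon list, the largest increases on the deposited signals were in RGS5, a regulator of G-protein signalling (at least 9.97-fold, with log2 ratios from 0.46 to 3.78 between probe sets), PRSS33, a serine protease (7.40-fold), and FOXQ1, a forkhead transcription factor (5.38-fold). Of markers of other cell types, VIM, vimentin, was 4.45-fold and ZEB1, a repressor of epithelial genes, 2.79-fold higher in SCD1-KO cells among 6 tested mesenchymal genes, while TWIST1 was 1.98-fold lower there and 1.48-fold lower with T-3764518, and DCN at least 1.45-fold lower with T-3764518 (medians 0.30 and -0.49, percentiles 93.0 and 3.63; 1.38 and 0.085 with the signal filter at percentile 75, which leaves 4 of them). In SCD1-KO cells LYZ, lysozyme, was at least 7.89-fold higher (signals 11.0 with DMSO, 45.1 with T-3764518 and 446 in SCD1-KO cells) and HLA-DRA 3.51-fold lower among 3 tested immune genes (medians -0.85 and -0.19, percentiles 5.07 and 53.7). Of 6 markers of intestinal cell types, KRT20 was 3.70-fold higher and CA2, a carbonic anhydrase, 2.88-fold lower in SCD1-KO cells, and the goblet cell genes TFF3 and FCGBP were at least 1.59-fold and 1.54-fold lower with T-3764518 (medians 0.18 and -0.28, percentiles 84.5 and 35.4). With the filter at percentile 75, CA2 alone is left of these intestinal markers, and without a filter their median in SCD1-KO cells was -0.15. Across genes, which are not independent replicates, the 2 log2 ratios correlated with Pearson's r = 0.439. The simulated unchanged arrays gave a mean r of 0.491, and the covariance was 0.129 against 0.128 simulated. The simulated noise counts every difference between T-3764518 and SCD1-KO cells as chance.

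**Figure D2:**
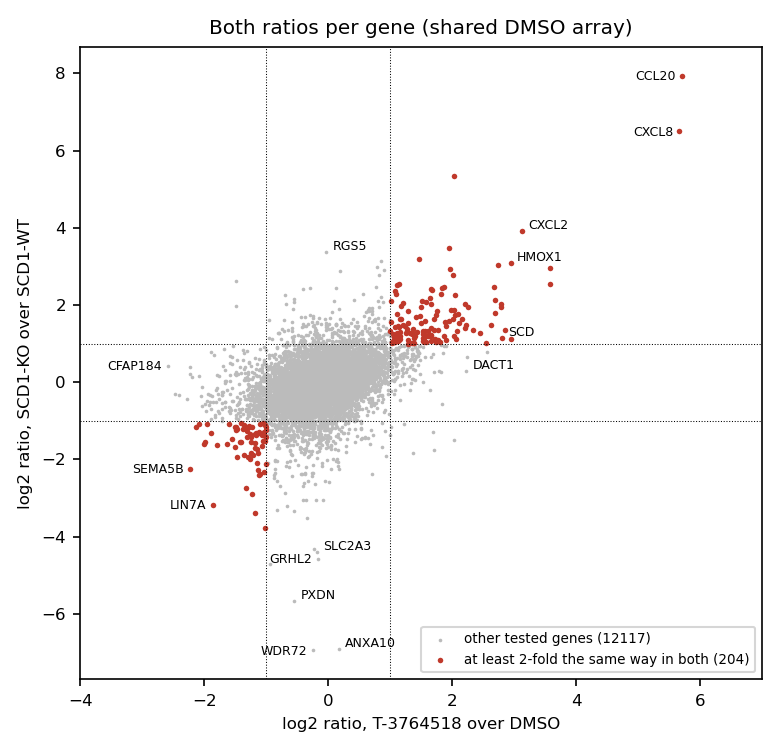
Log2 ratio of each tested gene to SCD1-WT cells treated with DMSO, with T-3764518 on the x axis and in SCD1-KO cells on the y axis (1 array per condition). Dotted lines mark 2-fold, red points are genes past it in the same direction in both, and positions use the deposited signals, of which that of CCL20 with DMSO (2.50, upper right) and that of WDR72 in SCD1-KO cells (16.8, bottom) lie under 56.6, so that both genes are plotted farther out than their bounds.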

By comparing gene expression profiles in SCD-WT cells treated with T-3764518 and SCD1-KO cells, we were able to efficiently identify meaningful changes in gene expression related to SCD1 inhibition. Therefore, this approach, which combines chemical and genetic analytical tools, is a powerful strategy to study MOAs of small molecules and strengthens hypotheses derived from small molecule-based approaches.

From a clinical viewpoint, our observations suggest that combined SCD1 inhibitor/autophagy inhibitor treatment could be an effective anticancer therapy. Clinical studies using an mTORC inhibitor (temsirolimus) and an autophagy inhibitor (hydroxychloroquine) in combination have been undertaken and showed positive results for advanced solid tumors and melanoma [43]. In line with our findings, this result strongly indicates that autophagy activation may play an important role in resistance of cancer cells against anticancer therapies. Von Roemeling *et al*. reported several effective combinatorial treatments using A939572, a SCD1 inhibitor [44, 45]. They found that combination of A939572 with temsirolimus synergistically enhanced tumor cell death in clear cell renal cell carcinoma cell lines. This result was not consistent with the combinatorial effect we have observed using T-3764518 and AZD8055. Temsirolimus has been previously found to lower SCD1 expression levels in cancer cells [46]. Thus, the synergistic effect of temsirolimus with A939572 may be due to additional inhibition of SCD1 at a transcriptional level by temsirolimus.

In conclusion, by using both chemical and genetic tools, we have unveiled the underlying mechanisms for resistance of colorectal cancer cells against SCD1 inhibition. Feedback activation of AMPK-mediated autophagy acceleration serves as a key resistance mechanism in colorectal cancer cells. Our methodology is simple, straightforward, and able to detect novel, effective combination partners, which will enable us to improve the success rates of anticancer drug development.

## Supporting information

S1 Fig Combinatorial effect of ACC and FASN inhibitors with T-3764518 in HCT-116 cells. (A) Effects of serially diluted compound 7a (ACC inhibitor) or GSK2194069 (FASN inhibitor) with or without T-3764518 (100 nM) on HCT116 cells after 72 h of treatment. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. (B) Drug matrix heatmap illustrating ΔBliss values for HCT-116 cells treated with T-3764518 and compound 7a or GSK2194069 as single agents and in combination across a range of indicated concentrations. Cell proliferation was evaluated using a cellular ATP contents. A Bliss sum <0 indicates an antagonistic effect. (C) Effects of siRNAs targeting AMPK (PRKAA1 and PRKAA2) with or without T-3764518 on HCT116 cells after 72 h of treatment. Data was expressed as means ± SD (*n* = 4). Knockdown efficiencies were evaluated using Taqman qPCR assay. Data ware normalized to ACTB and calculated using the delta cycle threshold method.
(PDF) Click here for additional data file.

S2 Fig Combinatorial effects of Bax channel blocker and vacuolin-1 with T-3764518 in HCT-116 cells. (A) Effects of serially diluted Bax channel blocker or vacuolin-1 with or without T-3764518 (100 nM) in HCT116 cells after 72 h of treatment. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. (B) Drug matrix heatmap illustrating ΔBliss values for HCT-116 cells treated with T-3764518 and Bax channel blocker, vacuolin-1, or hydroxychloroquine as single agents or in combination across a range of indicated concentrations. A Bliss sum >0 indicates a synergistic effect. (C) Drug matrix heatmap illustrating ΔBliss values for HCT-116 cells treated with combination of T-3764518 and each compound measured by cellular DNA contents as an indicator of cell proliferation. (D) Drug matrix heatmap illustrating ΔBliss values for other colorectal cancer cell lines, HCT-15, HT-29, and SW620 cells, treated with T-3764518 and each compound.
(PDF) Click here for additional data file.

S3 Fig SCD1-WT and SCD1-KO cellular proliferation with autophagy inhibitor treatment. (A) Representative images of LC3 dot formation in SCD1-KO cells treated with T-3764518 (100 nM) for 24 h, and then fixed and stained with Hoechst-33258 (blue) and anti-LC3 (green). (B) Dose-response analysis of SCD1-WT and SCD1-KO cells treated with serial dilutions of Bax channel blocker and STA5326 for 72 h. Percent inhibition was normalized to wells treated with DMSO or no cells as 0% and 100% growth inhibition controls, respectively. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates.
(PDF) Click here for additional data file.

S4 Fig Fold-increase in *SCD*, *FASN*, and *MAP1LC3B* expression in HCT-116 cells. HCT-116 cells were treated with DMSO or T-3764518 for 24 h, and gene expression levels were analyzed via Human Genome U133 Plus 2.0 Array. Fold-increases for each gene in SCD1-WT cells treated with T-3764518 and SCD1-KO cells treated with DMSO relative to SCD1-WT cells treated with DMSO are shown.
(PDF) Click here for additional data file.

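The increase in SCD differed between the 4 probe sets that read it. The brightest had a signal of 23841 with DMSO, 39350.4 with T-3764518 and 24119 in SCD1-KO cells. For the next brightest the signals were 3654, 21595 and 7692, a 5.91-fold and a 2.11-fold increase. The dimmest was 8.29-fold and 2.36-fold higher, and the next dimmest 8.58-fold and 2.56-fold higher. FASN was read by 1 probe set, with signals of 941, 2056 and 1982, since its other probe set stayed under the signal filter. MAP1LC3B was 2.26-fold and 1.65-fold higher by its dimmer probe set and 2.86-fold and 2.43-fold higher by its brighter one. No probe set shown was lower than with DMSO in either state.

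**Figure D3:**
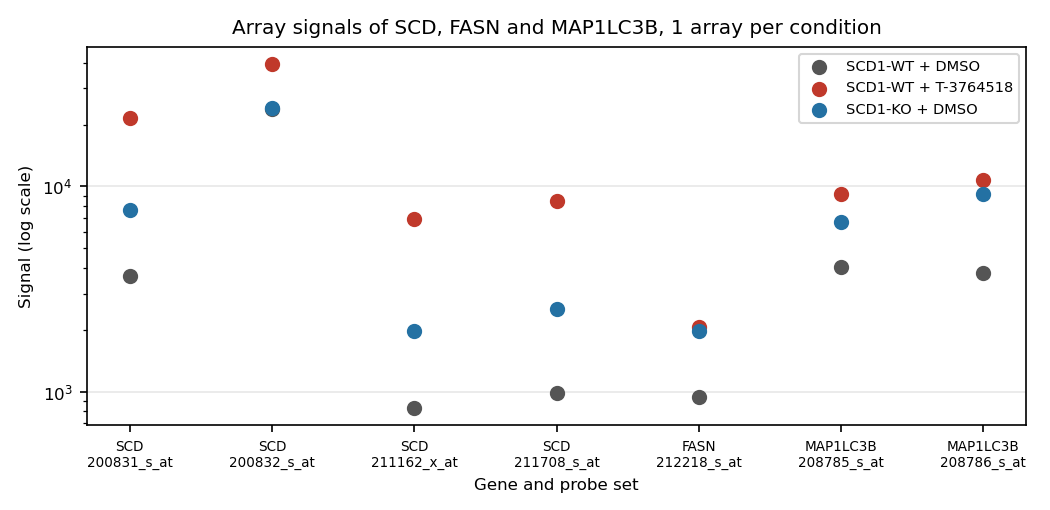
MAS5 signal (log scale) of each kept probe set of SCD, FASN and MAP1LC3B on the 3 arrays, 1 array per condition, with gray for SCD1-WT cells with DMSO, red for T-3764518 and blue for SCD1-KO cells. For the brightest SCD probe set the gray and blue points nearly coincide at 23841 and 24119.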

S1 Text Materials and methods for supporting information. (DOCX) Click here for additional data file.

S1 Table Signal intensity from GeneChip analysis data. (XLSX) Click here for additional data file.

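S1 Table lists for each probe set a signal intensity on the 3 arrays, named WT + DMSO, WT + T-3764518 and SCD1 KD + DMSO, the last being the array called SCD1-KO in the paper's text. Each probe set has its own line there, so a gene read by several probe sets, such as SCD, can have more than 1 value in the table. Its first 1997 rows were read here. The deposited signals were 5.00 times the table's for SCD1-WT cells with DMSO, 5.00 times with T-3764518 and 5.00 times for SCD1-KO cells (medians over these rows), and on each array 99.8% of the rows lay within 1% of that factor. Over these rows, ratios between arrays are therefore nearly the same from either source.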

# Supplementary material for: Feedback activation of AMPK-mediated autophagy acceleration is a key resistance mechanism against SCD1 inhibitor-induced cell growth inhibition
**Source:** PLoS One. 2017 Jul 13;12(7):e0181243. doi: 10.1371/journal.pone.0181243
**Supplement:** S2 Fig — (A) Effects of serially diluted Bax channel blocker or vacuolin-1 with or without T-3764518 (100 nM) in HCT116 cells after 72 h of treatment. Data was expressed as the mean ± standard deviation of representative of more than two independent experiments. Each experiment contains at least four replicates. (B) Drug matrix heatmap illustrating ΔBliss values for HCT-116 cells treated with T-3764518 and Bax channel blocker, vacuolin-1, or hydroxychloroquine as single agents or in combination across a range of indicated concentrations. A Bliss sum >0 indicates a synergistic effect. (C) Drug matrix heatmap illustrating ΔBliss values for HCT-116 cells treated with combination of T-3764518 and each compound measured by cellular DNA contents as an indicator of cell proliferation. (D) Drug matrix heatmap illustrating ΔBliss values for other colorectal cancer cell lines, HCT-15, HT-29, and SW620 cells, treated with T-3764518 and each compound.

**A**

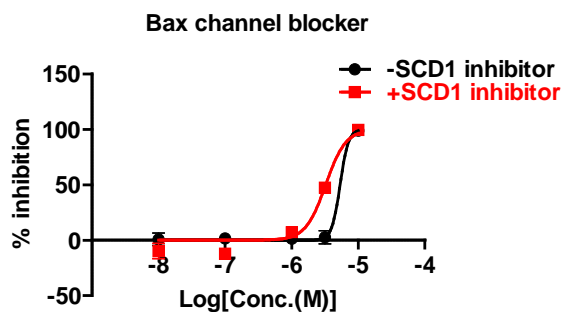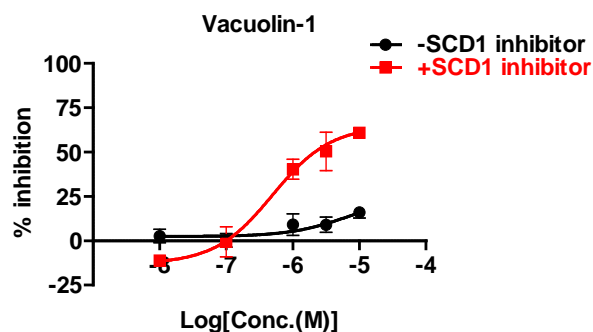

**B**

**Δ Bliss values**

**T-3764518 (nM)**

| 200 | 40 | 8  | 1.6 | 0.32 | 0.064 | 0 |       |
|-----|----|----|-----|------|-------|---|-------|
| 0   | 0  | 0  | 0   | 0    | 0     | 0 | 30000 |
| 0   | 0  | 0  | 0   | 0    | 0     | 0 | 10000 |
| 53  | 57 | 61 | -4  | -5   | -3    | 0 | 3333  |
| 39  | 37 | 1  | -6  | -2   | -1    | 0 | 1111  |
| 15  | 15 | 1  | -1  | -4   | 1     | 0 | 370   |
| 7   | 7  | 1  | 3   | 1    | 1     | 0 | 123   |
| 0   | 0  | 1  | 3   | -4   | 1     | 0 | 41    |
| 1   | 4  | -1 | 0   | -3   | -1    | 0 | 14    |
| 0   | 1  | 0  | 2   | -2   | 2     | 0 | 4.6   |
| -1  | 1  | 2  | 3   | -1   | 2     | 0 | 1.5   |
| 0   | 0  | 0  | 0   | 0    | 0     | 0 | 0     |

**Bax channel blocker (nM)**

Bliss sum : 281 (>0)

**Δ Bliss values**

**T-3764518 (nM)**

| 200 | 40 | 8  | 1.6 | 0.32 | 0.064 | 0 |       |
|-----|----|----|-----|------|-------|---|-------|
| 28  | 27 | 12 | -3  | -5   | -2    | 0 | 30000 |
| 30  | 26 | 12 | 0   | -1   | -2    | 0 | 10000 |
| 25  | 20 | -5 | 4   | 2    | 2     | 0 | 3333  |
| 24  | 22 | -6 | 3   | 3    | 4     | 0 | 1111  |
| 24  | 20 | -9 | 2   | 2    | 5     | 0 | 370   |
| 21  | 18 | -2 | 4   | 6    | 5     | 0 | 123   |
| 16  | 15 | 4  | 6   | 10   | 6     | 0 | 41    |
| 10  | 8  | 3  | 8   | 8    | 5     | 0 | 14    |
| 6   | 4  | 2  | 9   | 10   | 8     | 0 | 4.6   |
| 1   | 0  | 0  | 4   | 6    | 6     | 0 | 1.5   |
| 0   | 0  | 0  | 0   | 0    | 0     | 0 | 0     |

**Vacuolin-1 (nM)**

Bliss sum : 472 (>0)

**Δ Bliss values**

**T-3764518 (nM)**

| 200 | 40 | 8  | 1.6 | 0.32 | 0.064 | 0 |       |
|-----|----|----|-----|------|-------|---|-------|
| 41  | 41 | 18 | -4  | -3   | 3     | 0 | 30000 |
| 13  | 13 | 6  | 1   | -2   | 1     | 0 | 10000 |
| 3   | 5  | 2  | 4   | 4    | 5     | 0 | 3333  |
| 8   | 6  | 4  | 4   | 4    | 8     | 0 | 1111  |
| 4   | 2  | 4  | 5   | 5    | 9     | 0 | 370   |
| 2   | 3  | 2  | 5   | 6    | 7     | 0 | 123   |
| 1   | 2  | 3  | 6   | 6    | 6     | 0 | 41    |
| 0   | 0  | 2  | 6   | 5    | 7     | 0 | 14    |
| 0   | 1  | 3  | 3   | 5    | 6     | 0 | 4.6   |
| -1  | 1  | 2  | 3   | 5    | 7     | 0 | 1.5   |
| 0   | 0  | 0  | 0   | 0    | 0     | 0 | 0     |

**Hydroxychloroquine (nM)**

Bliss sum : 317 (>0)

C

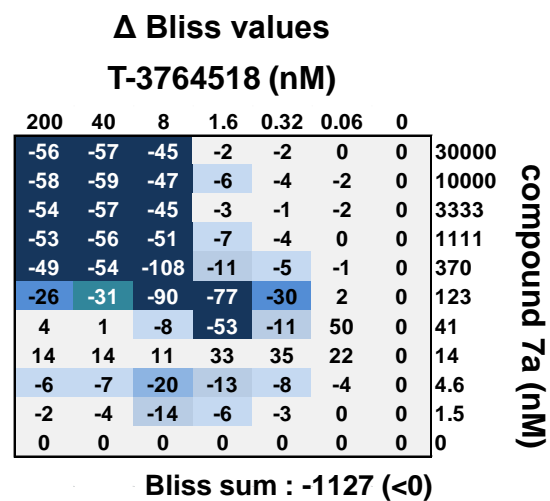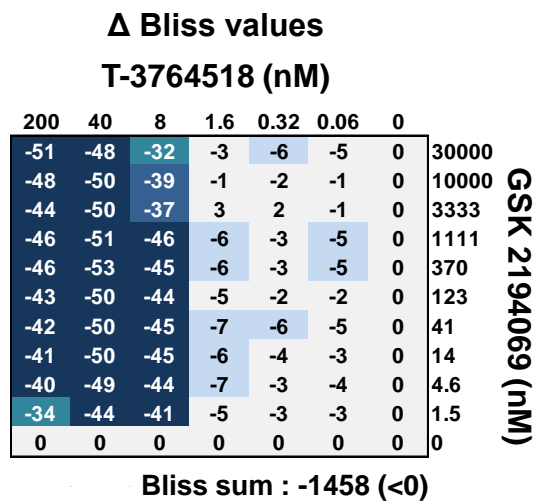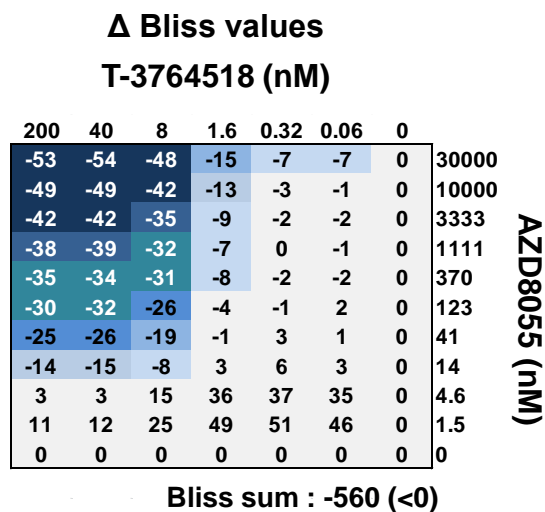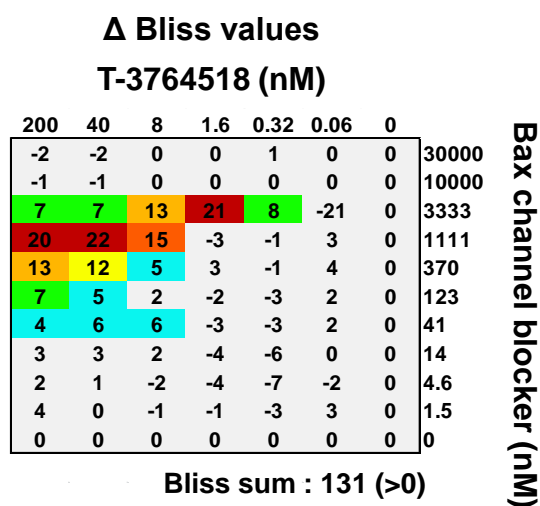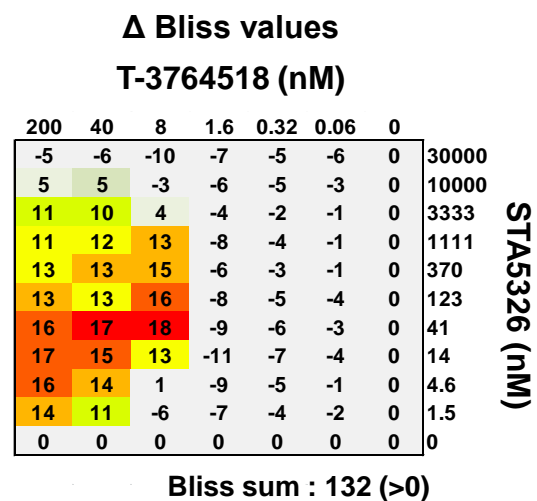

D

$\Delta$  Bliss values  
T-3764518 (nM)

| 200 | 40  | 8   | 1.6 | 0.32 | 0.06 | 0 |       |
|-----|-----|-----|-----|------|------|---|-------|
| -69 | -69 | -62 | -23 | -5   | -3   | 0 | 30000 |
| -65 | -61 | -56 | -23 | -7   | -4   | 0 | 10000 |
| -53 | -51 | -48 | -18 | -5   | -1   | 0 | 3333  |
| -41 | -39 | -38 | -13 | -3   | -2   | 0 | 1111  |
| -27 | -25 | -26 | -5  | -3   | 2    | 0 | 370   |
| -21 | -17 | -18 | -1  | 4    | 4    | 0 | 123   |
| -11 | -9  | -11 | 2   | 0    | 4    | 0 | 41    |
| -8  | -5  | -6  | 3   | -1   | 3    | 0 | 14    |
| -4  | -3  | -2  | -1  | -1   | 2    | 0 | 4.6   |
| -5  | -2  | -3  | -3  | -4   | 1    | 0 | 1.5   |
| 0   | 0   | 0   | 0   | 0    | 0    | 0 | 0     |

Bliss sum : -955 (&lt;0)

HT-15

compound 7a (nM)

$\Delta$  Bliss values  
T-3764518 (nM)

| 200 | 40 | 8  | 1.6 | 0.32 | 0.06 | 0 |       |
|-----|----|----|-----|------|------|---|-------|
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 30000 |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 10000 |
| 1   | 1  | 1  | 3   | 3    | 3    | 0 | 3333  |
| 13  | 14 | 18 | 18  | 4    | 3    | 0 | 1111  |
| 10  | 10 | 15 | 4   | 2    | 2    | 0 | 370   |
| 5   | 6  | 7  | 0   | 1    | 0    | 0 | 123   |
| 2   | 3  | 6  | 0   | 3    | 2    | 0 | 41    |
| 2   | 3  | 5  | 2   | 4    | 2    | 0 | 14    |
| 1   | 2  | 2  | 2   | 1    | 3    | 0 | 4.6   |
| 0   | -1 | 2  | 1   | 1    | 1    | 0 | 1.5   |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 0     |

Bliss sum : 194(&gt;0)

Bax channel blocker (nM)

$\Delta$  Bliss values  
T-3764518 (nM)

| 200 | 40  | 8   | 1.6 | 0.32 | 0.06 | 0 |       |
|-----|-----|-----|-----|------|------|---|-------|
| -85 | -83 | -78 | -31 | -7   | -4   | 0 | 30000 |
| -77 | -78 | -72 | -31 | -4   | -6   | 0 | 10000 |
| -75 | -73 | -69 | -27 | -3   | 0    | 0 | 3333  |
| -69 | -67 | -64 | -29 | -5   | -1   | 0 | 1111  |
| -45 | -44 | -58 | -24 | -2   | 0    | 0 | 370   |
| -35 | -36 | -50 | -27 | -2   | 2    | 0 | 123   |
| -17 | -19 | -27 | -19 | 0    | 0    | 0 | 41    |
| -16 | -16 | -19 | -19 | -2   | 1    | 0 | 14    |
| -12 | -11 | -15 | -19 | -4   | -2   | 0 | 4.6   |
| -8  | -8  | -12 | -10 | -2   | 2    | 0 | 1.5   |
| 0   | 0   | 0   | 0   | 0    | 0    | 0 | 0     |

Bliss sum : -1616 (&lt;0)

HT-29

compound 7a (nM)

$\Delta$  Bliss values  
T-3764518 (nM)

| 200 | 40 | 8  | 1.6 | 0.32 | 0.06 | 0 |       |
|-----|----|----|-----|------|------|---|-------|
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 30000 |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 10000 |
| 4   | 4  | 5  | 14  | 15   | 4    | 0 | 3333  |
| 22  | 23 | 28 | 24  | -5   | -1   | 0 | 1111  |
| 16  | 17 | 20 | 8   | 0    | 4    | 0 | 370   |
| 12  | 11 | 16 | 10  | 0    | 1    | 0 | 123   |
| 8   | 7  | 11 | 12  | 3    | 5    | 0 | 41    |
| 5   | 6  | 7  | 11  | 1    | 1    | 0 | 14    |
| 3   | 4  | 3  | 6   | 0    | 2    | 0 | 4.6   |
| 1   | 1  | -1 | 1   | -2   | 1    | 0 | 1.5   |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 0     |

Bliss sum : 349(&gt;0)

Bax channel blocker (nM)

$\Delta$  Bliss values  
T-3764518 (nM)

| 200 | 40  | 8   | 1.6 | 0.32 | 0.06 | 0 |       |
|-----|-----|-----|-----|------|------|---|-------|
| -63 | -66 | -61 | -30 | 5    | 3    | 0 | 30000 |
| -62 | -64 | -59 | -29 | 2    | -1   | 0 | 10000 |
| -61 | -63 | -59 | -31 | 4    | 3    | 0 | 3333  |
| -62 | -63 | -64 | -30 | 1    | 1    | 0 | 1111  |
| -53 | -55 | -63 | -32 | 4    | 1    | 0 | 370   |
| -40 | -46 | -53 | -39 | -1   | -3   | 0 | 123   |
| -24 | -24 | -32 | -37 | 0    | 2    | 0 | 41    |
| -19 | -19 | -19 | -27 | 0    | 2    | 0 | 14    |
| -14 | -15 | -16 | -15 | 1    | 4    | 0 | 4.6   |
| -12 | -12 | -12 | -8  | -2   | -1   | 0 | 1.5   |
| 0   | 0   | 0   | 0   | 0    | 0    | 0 | 0     |

Bliss sum : -1530 (&lt;0)

SW620

compound 7a (nM)

$\Delta$  Bliss values  
T-3764518 (nM)

| 200 | 40 | 8  | 1.6 | 0.32 | 0.06 | 0 |       |
|-----|----|----|-----|------|------|---|-------|
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 30000 |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 10000 |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 3333  |
| 29  | 29 | 34 | 26  | 3    | 6    | 0 | 1111  |
| 16  | 17 | 21 | 24  | 4    | 6    | 0 | 370   |
| 8   | 10 | 12 | 19  | 1    | 3    | 0 | 123   |
| 6   | 7  | 10 | 17  | 4    | 7    | 0 | 41    |
| 4   | 5  | 5  | 11  | 2    | 4    | 0 | 14    |
| 1   | 1  | 4  | 5   | 1    | 3    | 0 | 4.6   |
| 2   | 1  | 1  | 6   | 5    | 6    | 0 | 1.5   |
| 0   | 0  | 0  | 0   | 0    | 0    | 0 | 0     |

Bliss sum : 386(&gt;0)

Bax channel blocker (nM)

# Supplementary material for: Feedback activation of AMPK-mediated autophagy acceleration is a key resistance mechanism against SCD1 inhibitor-induced cell growth inhibition
**Source:** PLoS One. 2017 Jul 13;12(7):e0181243. doi: 10.1371/journal.pone.0181243
**Supplement:** S4 Fig — HCT-116 cells were treated with DMSO or T-3764518 for 24 h, and gene expression levels were analyzed via Human Genome U133 Plus 2.0 Array. Fold-increases for each gene in SCD1-WT cells treated with T-3764518 and SCD1-KO cells treated with DMSO relative to SCD1-WT cells treated with DMSO are shown.

| Symbol   | Full name / Annotation                              | Fold increase    |                   |
|----------|-----------------------------------------------------|------------------|-------------------|
|          |                                                     | T-3764518 / DMSO | SCD1-KO / SCD1-WT |
| SCD      | stearoyl-CoA desaturase (delta-9-desaturase)        | 5.3              | 1.8               |
| FASN     | fatty acid synthase                                 | 2.2              | 2.1               |
| MAP1LC3B | microtubule associated protein 1 light chain 3 beta | 2.9              | 2.4               |

# Supplementary material for: Feedback activation of AMPK-mediated autophagy acceleration is a key resistance mechanism against SCD1 inhibitor-induced cell growth inhibition
**Source:** PLoS One. 2017 Jul 13;12(7):e0181243. doi: 10.1371/journal.pone.0181243
**Supplement:** S1 Text

**Supporting Information**

**Materials and methods**

**Cell culture**

HCT-15, HT-29, and SW-620 cells were purchased from American Type Culture Collection and cultured in RPMI medium supplemented with 10% fetal bovine serum, and 1× penicillin/streptomycin at 37 °C and 5% CO_2_.

**Cell proliferation assay using measurement of cellular DNA contents**

HCT-116 cells were seeded at 5000 cells/well in 384-well black/clear plates (Corning). Twenty-four hours after cell seeding, indicated concentration of test compounds with or without T-3764518 were added to cells. After 72 h, cell proliferation was evaluated using a CyQUANT^®^ Direct Cell Proliferation Assay (Thermo Fisher Scientific) according to the manufacturer’s instructions. Plates were read on an EnVision Multilabel Reader (PerkinElmer) with 485 nm excitation, and 535 nm emission using a bottom-read mode. Wells containing no test compound and wells with no cells were used as 0% and 100% growth inhibition controls, respectively. Data were then used for Bliss sum analysis and calculation of Bliss sum scores.

**Cell proliferation assay using measurement of cellular ATP contents**

HCT-15, HT-29, and SW-620 cells were seeded at 5000 cells/well in 384-well black plates (Corning). Twenty-four hours after cell seeding, serially diluted test compounds and T-3764518 were to cells. After 72 h, cell viability was measured using a CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega) according to the manufacturer’s instructions with an EnVision Multilabel Reader (PerkinElmer). Wells containing no test compound and wells with no cells were used as 0% and 100% growth inhibition controls, respectively. Data were then used for Bliss sum analysis and calculation of Bliss sum scores.

**siRNA transfection and cell proliferation assay**

To silence AMPK, HCT-116 cells were transfected with siRNAs targeting PRKAA1 (Silencer^®^ Select Pre-designed siRNA; s100, s101, and s102) and PRKAA2 (s11056, s11057, and s11058) using RNAiMAX transfection reagent (Thermo Fisher Scientific). Transfection was performed using the reverse transfection method according to the manufacturer’s instructions. Negative control No. 1 siRNA (Thermo Fisher Scientific) was used as a control. Twenty-four hours after siRNA transfection, cells were treated with T-3764518 in a dose dependent fashion. After 72 h, cell viability was measured using a CellTiter-Glo^®^ Luminescent Cell Viability Assay. To test the knockdown of AMPK mRNA, cell lysates were prepared using a CellAmp Direct RNA Prep Kit for RT-PCR (Takara), and quantitative PCR was performed using a One Step PrimeScript RT-PCR Kit (Takara). TaqMan^®^ Gene Expression Assays (Thermo Fisher Scientific) were used for the following genes: PRKAA1 (Hs01562315_m1), and PRKAA2 (Hs00178903_m1).

How the deposited data were processed for this re-analysis (not part of the article)

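Gene expression was measured in HCT-116 cells on 3 arrays, 1 each of SCD1-WT cells treated with DMSO, SCD1-WT cells treated with 100 nM T-3764518, and SCD1-KO cells treated with DMSO, all for 24 h by the paper's methods. The samples were mapped from the labels and the paper; the labels give no dose, and for SCD1-KO cells no vehicle or time. The authors extracted total RNA, and a service laboratory hybridised it to the Human Genome U133 Plus 2.0 Array. The authors deposited a signal intensity for each probe set on a linear scale, which the submitters' processing notes attribute to MAS5; its version is not given in the sources used here. The arrays have the same trimmed mean, as the scaling step of MAS5 gives. The values of the SCD1-KO array carry more decimals than those of the other arrays, so 54482 of its values have over 1 decimal and 0 of the DMSO array's. The signals were 0.300 to 51894 with DMSO, 0.100 to 54037 with T-3764518 and 0.157 to 55606 in SCD1-KO cells. With 1 array per condition, their number limits the precision.

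Everything after the deposited signals was computed here, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Probe sets were named from the platform annotation, in which 41097 carry 1 gene symbol, 1801 carry several and 11777 are not listed; 41043 of the first kind were matched by gene ID to the RefSeq genes of GRCh38.p14, and 0 symbols needed an update. That table was used for names and for which genes neighbour each other, and no position is reported. The 62 control probe sets were left out of gene results. Some genes of the lists, which were not named by a probe set with 1 gene, and 1 of the largest falls with T-3764518 are not reported here. Probe sets were kept at a mean log2 signal at or above percentile 50 of all probe sets, a gene's value was the median log2 ratio of its kept probe sets, and genes were called at a log2 ratio of at least 1 or at most -1. Of the tested genes, 6169 had 1 kept probe set. Among genes with more, the probe sets had ratios of both signs for 2690 genes with T-3764518 and 2642 in SCD1-KO cells, of which 8 and 12 were called. Gene lists, 21 in number, the thresholds, the alternatives and the rule for named genes were written before the data were examined. A list is described by its median and by the percentile of that median among 10000 random lists matched on mean signal in 10 bins.

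The genes named were SCD, FASN, MAP1LC3B and the genes of the proteins that the study blotted or knocked down, together with MTOR, which it did not blot, the 10 largest common rises and falls by the smaller of the 2 absolute log2 ratios, the 5 largest rises and falls in each state among genes under 1.5-fold in the other, and per list the called members, up to 4 per state and direction, or up to 2 where none was called. For the largest rises and falls, all kept probe sets had to lie on the same side of 0 in the ratio for which the gene was chosen, a reading fixed after the values were seen; asking it of both ratios would replace RGS5 and SLC2A3. The ranking used the deposited signals without a floor, and ASMTL was named after its value was seen. Values of 2 SCD probe sets in S1 Table had been seen when this rule was written. S1 Table was read over its first 1997 rows, and no overlap with it was computed. Both ratios share the DMSO array, so chance overlap and correlation were simulated in 100 sets of 3 unchanged arrays, with noise drawn from the differences between the T-3764518 and SCD1-KO arrays in 10 bins of signal and divided by the square root of 2.

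The calls were tested on simulated arrays of T-3764518 over DMSO with 12393 genes and this same noise. Of the changed genes, 14.3% were called at 1.5-fold, 38.3% at 2-fold, 92.0% at 3-fold and 91.8% at 4-fold, and 6.25% of unchanged genes were called. For the SCD1-KO ratio over 12198 genes, 94 of 100 unchanged lists of 20 genes had medians inside the central range that leaves out 2.5% on each side, and 98 of 100 lists shifted by 0.5 on the log2 scale lay above it. These lists were made of simulated genes. They do not check the percentiles for real lists, whose genes may vary together. The alternatives were quantile normalization, scaling to 1 median, an intensity-dependent lowess correction, no signal filter, a filter at percentile 75, an offset of 16.5 (percentile 25 of all signals) added to every signal, the brightest probe set or the mean of the probe sets of a gene, no probe sets marked _s_at or _x_at, which can match several transcripts or genes, and, for counts, thresholds of 1.5-fold and 3-fold or a call by every probe set. After the data were seen, raising signals under 56.6 to that level and 2 choices of probe sets were added. For single genes the spread was the SD between probe sets of a gene at a similar signal, and for lists the SD of the random lists' medians.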

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

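Each result here is one that the paper does not report, and lay apart from the level in SCD1-WT cells with DMSO or, for a list, in the lowest or highest 0.5% of matched random lists; the test around ST14 was chosen after its result was seen. With T-3764518 these lists had median log2 ratios of 1.53 (NRF2 targets), 1.27 (cholesterol synthesis), 0.92 (ATF4 targets), 0.75 (chaperones of the endoplasmic reticulum), -0.42 (glycerolipid synthesis and lipid droplets, but -0.088 with the filter at percentile 75, -0.088 from the brightest probe sets and -0.095 without those marked _s_at and _x_at) and -0.58 (DNA replication and mitosis). In SCD1-KO cells they were 1.12 (NRF2 targets), 0.82 (cholesterol synthesis), 0.80 (interferon-stimulated genes), 0.61 (p53 targets), 0.55 (ATF4 targets), -0.33 (DNA replication and mitosis) and -0.89 (hypoxia and glycolysis). PRKAA2 had a log2 ratio of -2.16 in SCD1-KO cells on the deposited signals and of -1.31 with signals under 56.6 raised to that level. Its 3 probe sets that stayed under the filter had signals with DMSO and in SCD1-KO cells of 283 and 1.75, 91.4 and 8.02, and, on the other side, 34.2 and 38.3.

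On the deposited signals, 12 genes were 8-fold or more lower in SCD1-KO cells and under 1.5-fold with T-3764518, 9 of them with an SCD1-KO signal under 56.6, and 9 stayed 8-fold lower with such signals raised to it. The log2 ratios of the largest, with the raised ones in parentheses, were -6.94 (-5.19) for WDR72, -6.91 (-3.50) for ANXA10, -5.67 (-3.75) for PXDN, -4.57 (-3.95) for GRHL2 and -4.39 (-3.77) for SLC2A3. Loss of chromosome segments in the clone would lower neighbouring genes too. The median log2 ratio of the 72 nearest measured genes was -0.11 (bootstrap SD 0.061), above the -0.5 or lower set beforehand for such a loss. This pooled value covers the 12 genes as a set, and cannot exclude a loss at a single locus or of a single gene. Taken gene by gene, only the neighbours of ST14 had a median at or under -0.5, followed by those of ANXA10 (-0.38) and SLC2A3 (-0.37). Noise of dim signals was not decided by the genes' median of -3.68 (bootstrap SD 0.50) after the offset, which is fixed by how they were chosen. With dim signals raised, 9 genes kept log2 ratios from -5.19 to -3.06 (SD between probe sets up to 0.42). These values argue against such noise for these 9, of which ASMTL, ID2 and ST14 had all signals above 56.6. PPP1R1A, ATP2C2 and FXYD3 went to -1.30, -1.59 and -1.66, so noise stays open for them. For ST14, singled out after its values were seen, the 6 neighbours had a median of -0.93 but ranged up to -0.0085, so a loss around it stays open. With 1 array of SCD1-KO cells a difference between clones, cultures or arrays is not separated from the loss of SCD1.

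On the deposited signals, the log2 ratios with T-3764518 and in SCD1-KO cells were 5.70 and 7.94 for CCL20, 5.66 and 6.49 for CXCL8, and 3.12 and 3.92 for CXCL2, the only named genes 8-fold or more higher in both; with DMSO signals under 56.6 raised to it, CCL20 had 1.20 and 3.44 and CXCL8 5.10 and 5.93. The DMSO array enters both ratios, so a low chance value there raises both. Unchanged simulated arrays gave at most 123 genes 2-fold higher in both against 134 observed. Whether the simulated noise is too large or too small for gene values was not tested. This leaves open how many of the 134 genes chance made. A DMSO culture that stood apart as a whole would leave both other arrays alike in these genes; 11.9% of them differed by 1 or more between the log2 ratios, against 9.85% of genes matched on signal and 14.9% in the matched sets at the border of their highest 2.5%, so such a culture and a shared response to loss of SCD1 activity cannot be told apart with 1 DMSO array; no biological explanation was tested.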

How the results depend on the processing

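Raising dim signals to the filter level, the mean fold of 3 SCD probe sets and the use of the brighter MAP1LC3B probe set alone were chosen after seeing the data. Of the recomputed gene values 2174 moved by less than the spread between probe sets, 146 moved by more, and no called gene changed sign. No paired analysis was possible because there was 1 array per condition. The cause of the changes below was not tested, except that fewer or more probe sets enter under another filter. Signal over background limits the dim genes most: counts in the order higher and lower with T-3764518, higher and lower in SCD1-KO cells, and higher and lower in both were 269, 407, 385, 484, 134 and 70 as reported, 1680, 2870, 1783, 2988, 796 and 1254 without the signal filter, and 150, 69, 151, 173, 63 and 12 with the filter at percentile 75. At 1.5-fold they were 816, 1516, 1226, 1409, 399 and 457, and at 3-fold 84, 70, 106, 135, 36 and 5. Lower calls with T-3764518 numbered 265 after quantile normalization and 243 after lowess correction, and genes lower in both 39 after lowess correction and 39 with the offset. Without the signal filter 1 fatty acid gene was lower in both. The correlation was 0.457 after quantile normalization, 0.479 without the filter and 0.471 at percentile 75. SCD had log2 ratios of 0.72 and 0.017 from the brightest probe set, 2.36 with T-3764518 from the mean, and 2.40 and 0.87 from 3 probe sets. FASN had 0.44 and 0.76 without the filter, and MAP1LC3B 1.28 in SCD1-KO cells from its brightest probe set. SCD, FASN and MAP1LC3B have no probe sets outside those marked _s_at and _x_at. Without these probe sets, 6 of 10 fatty acid synthesis genes and 32 of 44 autophagy genes were left. After quantile normalization, list medians were -0.30 for glycerolipids with T-3764518. After scaling to 1 median, list medians were 0.24 for autophagy, 1.00 for ATF4 targets, 0.83 for ER chaperones and -0.49 for DNA replication with T-3764518. After lowess correction, list medians were -0.29 for glycerolipids with T-3764518. Without the signal filter, list medians were 0.44 for fatty acid synthesis, 0.086 for autophagy, -0.26 for fatty acid oxidation, 1.68 for NRF2 targets, -0.16 for mesenchymal markers and 0.24 for immune markers with T-3764518, and 0.48 for p53 targets and -0.15 for intestinal markers in SCD1-KO cells. With the filter at percentile 75, list medians were 0.32 for elongation and desaturation, 0.36 for the SREBP list, 0.30 for autophagy, -0.28 for fatty acid oxidation, -0.088 for glycerolipids, -0.43 for hypoxia and 0.085 for mesenchymal markers (4 genes) with T-3764518, and -1.09 for hypoxia, 0.98 for NRF2 targets, -1.52 for intestinal markers (CA2 alone) and 1.38 for mesenchymal markers (4 genes) in SCD1-KO cells. From the brightest probe sets, list medians were 0.12 for fatty acid synthesis, 0.39 for the SREBP list, -0.28 for fatty acid oxidation, -0.088 for glycerolipids and -0.56 for hypoxia with T-3764518, and -1.30 for hypoxia in SCD1-KO cells. Without the _s_at and _x_at probe sets, list medians were -0.13 for fatty acid synthesis, 0.98 for cholesterol synthesis, -0.031 for autophagy, -0.27 for lysosome, 1.02 for ATF4 targets, 0.58 for ER chaperones, -0.095 for glycerolipids, -0.55 for hypoxia, -0.41 for interferon genes, -0.13 for mesenchymal markers (2 genes) and -0.23 for housekeeping (5 genes) with T-3764518, and -0.23 for fatty acid synthesis, -0.075 for elongation and desaturation, 0.68 for cholesterol synthesis, 0.11 for lysosome, 0.0090 for fatty acid oxidation, -1.30 for hypoxia, 0.96 for interferon genes, -1.33 for immune markers (2 genes) and 0.23 for housekeeping (5 genes) in SCD1-KO cells. The immune markers have no value with the filter at percentile 75. No list median moved beyond its spread with the offset, the mean of the probe sets or raised dim signals.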

Differences from the paper's values

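The main folds of SCD, FASN and MAP1LC3B all lay within 1.5 times the values of S4 Fig. For SCD they were 7.00 with T-3764518 and 2.23 in SCD1-KO cells, against the paper's 5.3 and 1.8, and for MAP1LC3B 2.54 and 2.00 against the paper's 2.9 and 2.4. For FASN they were 2.18 and 2.11 against the paper's 2.2 and 2.1. Of the alternatives set before the data were examined, the brightest probe set put SCD at 1.65 and 1.01, and the absence of a signal filter put FASN at 1.36 with T-3764518, each over 1.5 times away from the paper's value; the brightest probe set put MAP1LC3B at 2.86 and 2.43, which round to the paper's values. The mean fold of 3 of the 4 SCD probe sets, all but the next dimmest, was 5.28 and 1.82; this choice was picked after seeing the values because it rounds to the paper's, so it does not show how S4 Fig was made. The paper's text puts SCD over 2-fold in both states, while its S4 Fig gives 1.8 for SCD1-KO cells; here the median of the probe sets was above 2-fold there, the mean of their log2 ratios gave 1.89-fold and the brightest 1.01-fold.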

Other observations

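Of 32 tested epithelial genes, 27 were below their DMSO level in SCD1-KO cells and 15 with T-3764518. The difference between the 2 states was not tested. A list of 38 genes of epithelial junctions, keratins and regulators was written after GRHL2 and ST14 had been seen to be low and before the other members were looked at; 32 of them were tested after leaving out the genes 8-fold or more lower in SCD1-KO cells alone. In SCD1-KO cells 13 were 2-fold lower and 0 higher, with a median log2 ratio of -0.66, below all 10000 matched random lists, and with T-3764518 none was 2-fold changed and the median was 0.020 (percentile 86.1). Among the lower members, named after their values were seen, were CDH1, E-cadherin (-1.48), EPCAM (-1.30), the small GTPase RAB25 (-1.98) and ESRP1, a splicing regulator (-1.45), whereas the keratins KRT8, KRT18 and KRT19 were at 0.36, 0.26 and 0.34. Among the 6 mesenchymal markers, VIM was 4.45-fold and ZEB1 2.79-fold higher in SCD1-KO cells and TWIST1 1.98-fold lower. A hypothesis from these values is that the SCD1-KO cells may have shifted away from the epithelial state; the median of -0.66 is what it would give, and since the list grew from the same array, and the cells come from 1 knockout, the tables do not say whether the loss of SCD1 or the isolation of the cells brought it.

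As processed here, more genes were 2-fold lower (407) than higher (269) with T-3764518. The order turned after quantile normalization (265 lower, 356 higher), after lowess correction (243 and 366) and with the filter at percentile 75 (69 and 150). Scaling to 1 median gave 317 and 321. The order stayed without a signal filter (2870 and 1680), with the offset (277 and 248) and from the brightest probe sets (403 and 293). At other thresholds it stayed at 1.5-fold (1516 lower, 816 higher) and turned at 3-fold (70 lower, 84 higher). Both tests of this pattern were chosen after the result was seen. The median log2 ratio of the dimmest 25% of tested genes was lower than that of the brightest 25% by a difference of -0.20 (bootstrap SD 0.014), as a signal-dependent difference between the arrays would give. In the brightest 25%, 18 genes were lower and 65 higher, a ratio of 0.277 (counting SD 0.0738), but the scaling of each array to 1 trimmed mean centres the bright signals, so this does not test a repression of transcripts of every abundance, which stays open. From the dimmest 25% up to the next brightest, 276 were lower and 99 higher, then 89 and 45, then 24 and 60. A real loss of rare transcripts remains possible and was not separated from the scaling.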
